# Bimodal expression of *RHOH* during myelomonocytic differentiation: Implications for the expansion of AML differentiation therapy

**DOI:** 10.1002/jha2.128

**Published:** 2021-01-20

**Authors:** Sylvie Galiègue‐Zouitina, Qiangwei Fu, Céline Carton‐Latreche, Nicolas Poret, Meyling Cheok, Frédéric Leprêtre, Martin Figeac, Bruno Quesnel, Hassiba El Bouazzati, Carl S Shelley

**Keywords:** AML, differentiation therapy, myeloid differentiation, *RHOH*

## Abstract

RhoH is an unusual member of the Rho family of small GTP‐binding proteins in that it lacks GTPase activity. Since the RhoH protein is constantly bound by GTP, it is constitutively active and controlled predominantly by changes in quantitative expression. Abnormal levels of *RHOH* gene transcripts have been linked to a range of malignancies including acute myeloid leukemia (AML). One of the hallmarks of AML is a block in the normal program of myeloid differentiation. Here we investigate how myeloid differentiation is controlled by the quantitative expression of *RHOH*. Our analysis demonstrates that increasingly mature myeloid cells express progressively lower levels of *RHOH*. However, as monocytic myeloid cells terminally differentiate into macrophages, *RHOH* expression is up‐regulated. This up‐regulation is not apparent in AML where myeloid differentiation is blocked at stages of low *RHOH* expression. Nevertheless, when the up‐regulation of *RHOH* is forced, then terminal macrophage differentiation is induced and the Cdc42 and Wnt intracellular signalling pathways are repressed. These results indicate that *RHOH* induction is a driver of terminal differentiation and might represent a means of effecting AML differentiation therapy. The potential of this therapeutic strategy is supported by forced up‐regulation of *RHOH* reducing the ability of AML cells to produce tumours *in vivo*.

## 1 INTRODUCTION

RhoH is a member of the atypical family of Rho GTP‐binding proteins that also includes Rnd1‐3, RhoBTB1‐2, RhoU, and RhoV [1]. In common with classic Rho proteins, atypical members also need to bind GTP to be functional. However, in contrast to classic members, atypical members either lack the ability to hydrolyze GTP or exhibit a high intrinsic guanine nucleotide exchange rate. Consequently, atypical members are active constitutively and are regulated by post‐translational modifications, subcellular localization, and quantitative levels of expression [1].

In non‐malignant cells RhoH protein expression appears confined to hematopoietic cells. Here its subcellular localization, state of phosphorylation, and quantitative levels regulate differentiation, activation, intercellular interactions, proliferation, survival, homing, and chemotaxis [2, 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13]. High levels of RhoH protein keep leukocytes quiescent by antagonizing the function of Rac1, RhoA, and Cdc42 through inhibiting their association with the plasma membrane [6, 8]. However, during leukocyte activation, RhoH protein redistributes away from Rac1, RhoA, and Cdc42. In addition, the quantitative levels of RhoH are reduced by a combination of lysosomal degradation and transcriptional repression of the *RHOH* gene by JunD [7, 14, 15]. This redistribution and quantitative down‐regulation relieves Rho signalling from repression by RhoH and consequently induces leukocyte activation, differentiation, adhesion, migration, proliferation and protection against apoptosis [2, 4, 6, 8‐10, 12]. In addition to its ability to control intracellular signalling by repression, RhoH protein can also positively affect T‐lymphocyte activation by recruiting the tyrosine kinases Zap70 and Lck to the T‐cell receptor and transporting the transcription factor kaiso to the nucleus [16, 17, 18, 19]. RhoH protein also binds Syk to positively affect mast cell activation mediated by FcεRI [20].

In malignant disease, aberrant somatic hypermutation and rearrangement of the *RHOH* gene have been found associated with a range of lymphomas [21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32, 33, 34, 35, 36]. In addition, abnormal quantitative levels of *RHOH* expression have been linked to the pathogenesis of hairy cell leukemia, acute myeloid leukemia, chronic lymphocytic leukemia, and prostate cancer [37, 38, 39, 40]. In the case of hairy cell leukemia, reconstitution of appropriate *RHOH* expression protects against disease progression and mortality in a xenograft mouse model [37]. *RHOH* mRNA also acts as a biomarker for metastatic melanoma [41] and identifies brain, breast, colorectal, hepatobiliary, lung, and pancreatic cancer in platelet biopsies [42]. Little is known about the function of *RHOH* in myeloid cells. Therefore, we sought to address this void.

## 2 METHODS

### 2.1 Ethics statement

Informed consent for all human studies was obtained in accordance with the Declaration of Helsinki and approved by the ethics committee of Saint‐Germain‐en‐Laye, Paris, France, the internal review board of the Centre Hospitalier Universitaire, Centre de Biologie, Lille, France or the institutional review board of the French Regulatory Agency. All animal protocols were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin, La Crosse, Wisconsin, USA.

### 2.2 Human blood samples

Transcriptome analyses were performed on cryopreserved peripheral blood mononuclear cells obtained between 2008 and 2010 from patients diagnosed with FAB subtyped *de novo* AML by the ALFA‐0701 study of the Acute Leukaemia French Association [43, 44, 45]. Staining with May Grünwald Giemsa demonstrated that 70 ‐ 90% of these cells were AML blasts. Western blot analyses of protein expression were performed on cells originating from the peripheral blood of healthy volunteers and patients diagnosed at the Service des Maladies du Sang, Lille, France with FAB subtyped *de novo* AML. Mononuclear cells were prepared from these peripheral blood draws by Ficoll gradient centrifugation then AML blasts or normal monocytes were isolated by negative selection using, respectively, the EasySep™ APC Selection Kit II (STEMCELL Technologies, Inc., Grenoble, France) or the Monocyte Isolation Kit II (Miltenyi Biotec, SAS, Paris, France). Staining with May Grünwald Giemsa demonstrated that the cells isolated from patients were 70 ‐ 97% AML blasts and cytometry showing the cell surface presence of CD14 but absence of CD3 and CD19 demonstrated that 90% of the cells isolated from healthy volunteers were monocytes.

### 2.3 Cell culture

The AML cell lines KG‐1, KG‐1a, Kasumi‐3, OCI‐AML3, MV4‐11, and THP‐1 were obtained from the American Type Culture Collection (ATCC) (Manassas, Virginia USA). The AML cell lines SKM‐1, SHI‐1, YNH‐1, GF‐D8, and HL60 were obtained from the Deutsche Sammlung von Mikroorganismen and Zellkulturen GmbH (DSMZ) (Braunschweig, Germany). The AML cell lines Nomo‐1, Mono Mac 1 and Mono Mac 6 were obtained from Dr. Meyling Cheok (Canther, UMR 1277 Inserm‐9020 CNRS, Lille) and the AML cell line Molm‐14 was kindly provided by Dr. Brian J. Druker (Knight Cancer Research Institute, Oregon Health & Science University, Portland, Oregon, USA). The cell lines KG‐1, YNH‐1, HL‐60, Nomo‐1, Mono Mac 1, Mono Mac 6, MV4‐11, Molm‐14, and THP‐1 were grown in RPMI 1640 containing 10% heat‐inactivated (v/v) fetal bovine serum (FBS). The cell lines Kasumi‐3, GF‐D8, KG‐1a, and SKM‐1 were grown in RPMI 1640 containing 20% (v/v) heat‐inactivated FBS. The cell line SHI‐1 was grown in IMDM containing 15% heat‐inactivated (v/v) FBS. SKM‐1, MV4‐11, YNH‐1, and GF‐D8 cells were grown in the presence of 1, 5, 10, and 50 ng/ml GM‐CSF, respectively. Where indicated, HL60 and OCI‐AML3 were treated with 20 ng/ml PMA, 100 ng/ml LPS, or equal volumes of their vehicles DMSO and PBS, respectively. OCI‐Empty and OCI‐RhoH were grown in alpha‐MEM containing 20% (v/v) heat‐activated FBS and 150 μg/ml hygromycin B. All cell lines were cultured in the presence of 100 Units/ml penicillin and 100 μg/ml streptomycin. Authentication of cell lines was performed by STR profiling and certificates were obtained from the ATCC Cell Authentication Testing Service. AML patient blasts and normal monocytes were cultured in RPMI 1640 containing 20% heat‐inactivated (v/v) FBS and 4 mM L‐Glutamine in the presence of 5 ng/ml PMA or an equal volume of DMSO.

### 2.4 Plasmid construction and generation of stable cell line pools

The construction of the expression plasmids pMEP4‐Empty and pMEP‐RhoH has been described previously [37]. These plasmids were linearized by digestion with *Cla*I and then independently transfected by electroporation into the AML cell line OCI‐AML3. Pools of OCI‐AML3 cells that contained the transfected plasmids stably integrated within their genome were selected by treatment with 150 μg/ml of hygromycin B. The cell line pool stably expressing pMEP‐Empty was named OCI‐Empty and the pool expressing pMEP‐RhoH was named OCI‐RhoH.

### 2.5 Transcriptome datasets of FAB subtyped AML

*RHOH* expression was analyzed in the transcriptomes of FAB subtyped *de novo* AML acquired by five microarray studies and one RNA‐seq study. The microarray datasets were from the multi‐center ALFA‐0701 study [43, 44, 45], the Gene Expression Omnibus identifiers GDS1064 [46], and GDS3057 [47] for AML samples with all karyotypes and GDS3312 and GDS3329 for AML samples with a normal karyotype [48]. All these microarray datasets were produced using Human Genome U133 Plus 2.0 Affymetrix arrays containing the *RHOH* Affymetrix probe 204951_at and signal normalization either by robust multi‐array averaging or application of a variance stabilizing algorithm. The RNA‐seq datasets analyzed for *RHOH* expression spanned The Cancer Genome Atlas identifiers TCGA.AB.2802 ‐ TCGA.AB.3012 but excluded the identifiers where FAB subtype was unassigned or assigned M3, M6 or M7 [45, 49]. These expression data were normalized by Expectation Maximization [50].

### 2.6 Quantitative RT‐PCR analyses

Templates of cDNA were prepared from total RNA as described previously [14, 37, 51]. Quality and quantity of templates were evaluated by analysis of *ABL* mRNA, as recommended by Europe Against Cancer [52]. The B‐lymphocyte cell line Raji that expresses high levels of both *RHOH* and *ABL* was used to produce calibration curves that evaluated PCR efficiency. Evaluation of the sum total of all *RHOH* gene transcripts was achieved using the same primers and the same *RHOH* TaqMan probe as previously described [37]. The relative level of endogenous *RHOH* expression was calculated by dividing the quantitative level of *RHOH* expression by the quantitative level of *ABL* expression, again as previously described [37].

### 2.7 Western blotting

Proteins were isolated from cells using M‐PER™ lysis reagent or RIPA buffer (Fisher Scientific France SAS, Illkirch, France). Proteins were then reduced, subjected to polyacrylamide gel electrophoresis, and transferred to nitrocellulose filters. Next, filters were incubated with primary antibodies directed against human RhoH, glyceraldehyde 3‐phosphate dehydrogenase (GAPDH), heat shock protein 70 (HSP70), JunD, CD11b, or CD93. Analysis of RhoH protein expression utilized the rabbit polyclonal antibody RhoH‐V generated against the sequence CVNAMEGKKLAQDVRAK representing amino acids 130 to 146 of the human RhoH protein (Covalab SAS, Villeurbanne, France) [53]. Western blot analysis of GAPDH, HSP70, and JunD was performed using, respectively, the rabbit polyclonal antibody FL‐335 and the mouse monoclonal antibodies B‐9 and D‐9 purchased from Santa Cruz Biotechnology, Inc. (Heidelberg, Germany). Western blot analysis of CD11b and CD93 expression was performed using, respectively, the rabbit polyclonal antibodies ab134690 and ab231945 purchased from Abcam plc, (Cambridge, UK). Following incubation with primary antibodies, filters were washed and incubated with appropriate anti‐mouse or anti‐rabbit secondary antibodies conjugated with horseradish peroxidase (Cell Signalling Technology Europe, B.V., Leiden, The Netherlands). Filters were again washed and peroxidase visualized using the Amersham ECL Prime Western Blotting System and quantitated using an ImageQuant™ LAS 4000 instrument equipped with Image J software (GE Healthcare Europe, GmbH, Freiburg, Germany).

### 2.8 Flow cytometry

Phenotypic validation of monocytes isolated from healthy donors was performed by flow cytometry analysis using the PE‐conjugated anti‐CD14 mouse monoclonal antibody TÜK4 (Miltenyi Biotec, SAS, Paris, France), the FITC‐conjugated anti‐CD3 mouse monoclonal antibody UCHT1 (Becton Dickinson France, SAS, Le Pont de Claix, France) and the PE‐conjugated anti‐CD19 mouse monoclonal antibody J3.119 (Beckman Coulter France, SAS, Villepinte, France). All FACS analyses were performed using a Cyan ADP flow cytometer equipped with Summit 4.3 software (Beckman Coulter France, SAS, Villepinte, France).

### 2.9 Differential microarray analysis

Total RNA was isolated from the daughter cell lines OCI‐RhoH and OCI‐Empty using the RNAeasy kit from Qiagen that included a DNAse I treatment. Control of RNA quality was evaluated using an Agilent 2100 Bioanalyser (Agilent Technologies France, SAS, Les Ulis, France). Total RNA was then processed and analyzed on Agilent‐026652 Whole Human Genome Agilent 4 × 44K v2 microarrays using the kits for cRNA amplification, labeling, fragmentation, hybridization, and washing recommended by the manufacturer for the Two‐Color Microarray‐Based Gene Expression protocol (Agilent Technologies France, SAS, Les Ulis, France). For each cell line, two independent biological samples were studied by dye‐swap analysis. Microarrays were scanned using an Agilent DNA Microarray G2505B scanner and the expression data quantitated by Agilent Feature Extraction Software© (FE version 10.7.3.1) (Agilent Technologies France, SAS, Les Ulis, France). This same software was used for background subtraction, LOWESS normalization and statistical analysis. 

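Over the 19796 probes tested, the methods' t-test on the log ratios gave a p of 0.05 or less for 2323 probes, of which 1050 were lower and 1273 higher in the RNA labelled OCI-RhoH, and 4 probes remained after Benjamini-Hochberg adjustment. Applied to the log2 signals of the channels as separate samples, the methods' t-test gave 2537 probes, and 34 after the same adjustment. A mean change of at least 2-fold in addition to the first of these tests left 59 probes, and a change of at least 1.5-fold left 204. The p-value that Feature Extraction itself assigns to each log ratio was 0.05 or less on all 4 arrays, in the same direction, for 110 probes.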

Comparison of the transcriptome of OCI‐RhoH with that of OCI‐Empty demonstrated a significant difference in the expression of 72 genes as defined by a *P* value of 0.05 or less calculated using the Student's *t‐*test. These data are publically available at the Gene Expression Omnibus repository under accession number GSE138479.

### 2.10 Xenograft mouse model

Female mice that were 4 weeks old and of the strain SHrN^TM^ Hairless NOD.SCID were purchased from Harlan Laboratories, Inc. (Indianapolis, IN, USA). Mice were housed in sterilized Super Mouse 750 Micro‐Isolator ventilated cages on a RAIR Isosytem rack (Lab Products, Inc., Seaford, DE, USA). This housing system was kept in a barrier room accredited by AAALAC‐I that was designed for the husbandry and surgery of immunodeficient animals. Mice were monitored daily and sterile water and Teklad Global 18% Protein Rodent Diet (Harlan Laboratories, Inc., Indianapolis, IN, USA) were provided *ad libitum*. Mice were provided with sterile Teklad Sani‐Chips for bedding and iso‐BLOX nesting material (Harlan Laboratories, Inc., Indianapolis, IN, USA) as well as LifeSpan Rodent Enrichment (Lab Products, Inc., Seaford, DE, USA). Social interaction was ensured by housing mice in groups of two to three per sterile cage. Mice were anesthetized by initial inhalation of 2.5% then subsequent inhalation of 2% isoflurane delivered by facemask using a SurgiVet Universal CDS 9000 Small Animal Anesthesia Machine (Smiths Medical, Dublin, OH, USA). During maintenance anesthesia, mice were taped dorsal‐side up to a Homeothermic Blanket System set at 37°C (DC Temperature Control System, FHC, Inc., Bowdoin, ME, USA). Ophthalmic ointment was applied to the eyes to prevent corneal drying and trauma. The dorsal right or left hind flank was swabbed with 70% ethanol and here 5 or 10 × 10^6^ of the cell line OCI‐Empty or its sister OCI‐RhoH in a volume of 200 μl were injected subcutaneously using a 27‐gauge needle with the bevel facing up. Injected cells originated from exponentially growing cultures that had been washed twice in sterile PBS. Injections were performed at a 45‐degree angle and aspiration monitored the absence of blood vessel entry. After removing the needle, the injection site was held firmly with sterile gauze for approximately 30 seconds. Buprenorphine at a concentration of 0.1 mg kg^−1^ was injected subcutaneously and then mice were returned to their cages to recover from anaesthesia. Three weeks after injection, all mice were killed by cervical dislocation following anaesthesia effected by intraperitoneal injection of a mixture of 160 mg kg^−1^ ketamine plus 10 mg kg^−1^ xylazine. At this point, tumours were dissected free of the skin and body tissue and their maximum length measured in three dimensions with electronic callipers. Using these dimensions, tumour volume was calculated as an ellipsoid according to the formula: (4 x π x L x W x T) / 3, where L is the length, W is the width and T is the thickness. All animal use protocols were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin, La Crosse, Wisconsin, USA.

## 3 RESULTS

### 3.1 *RHOH* expression progressively declines during the early and intermediate stages of myeloid differentiation

Interrogation of four independent data sets in the Genome Expression Omnibus indicated that AML subtypes originating from increasingly mature myeloid cells exhibited progressively lower levels of *RHOH* mRNA expression (Figure 1A‐D) [46, 47, 48]. Analysis of the AML data set produced by The Cancer Genome Atlas and a data set produced by the multicenter ALFA‐0701 study demonstrated this same repression profile (Figure 1E‐F) [43‐45, 49]. In addition, cell lines derived from M5 AML patients showed lower *RHOH* mRNA expression than cell lines derived from M0 and M1 AML patients (Figure 1G). Since the quantitative level of mRNA is not necessarily a direct reflection of the level of expression of its translation product, we analyzed by Western blotting RhoH protein expression. This analysis indicated that, consistent with *RHOH* mRNA, RhoH protein was lower in myeloid cells of AML patients with subtype M5 compared to the less mature malignant cells of M0 and M1 patients (Figure 2A, B). Additional analysis demonstrated that cell lines representing more mature myeloid cells also express lower levels of RhoH protein compared to lines derived from earlier stages of differentiation (Figure 2C, D). Furthermore, when the AML cell line HL60 was induced to differentiate, with either phorbol ester for 1 hour or lipopolysaccharide for 7 days, RhoH protein levels were again repressed (Figure 3A). Taken together, analysis of AML patients and the HL60 cell line indicates that progressive *RHOH* repression is a dynamic indicator of early to middle stage myeloid differentiation.

**FIGURE 1:**
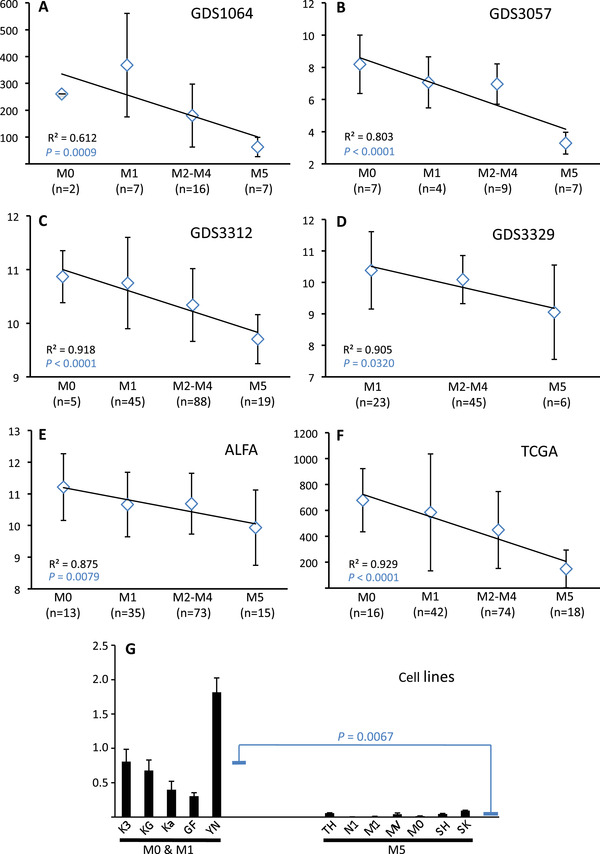
Repression of *RHOH* mRNA expression during the intermediate phases of myelomonocytic differentiation as assessed by the FAB subtype of AML patient samples and cell lines. (**A– D**) Regression curves of the means of relative *RHOH* mRNA levels as a function of FAB subtype established from the NCBI GEO Datasets GDS1064 [46] and GDS3057 [47] composed of AML patients with all karyotypes and GDS3312 and GDS3329 composed only of AML patients with a normal karyotype [48]. (**E**) Regression curves of the means of relative *RHOH* mRNA levels as a function of FAB subtype established from microarray analyses of AML patients recruited by the ALFA‐0701 study (ALFA) [43, 44, 45]. (**F**) Regression curve of the means of relative *RHOH* mRNA levels as a function of FAB subtype established from normalized RNA‐seq data generated by The Cancer Genome Atlas (TCGA) [45, 49]. The GDS DataSets as well as the ALFA‐0701 and TCGA data all reveal a linear decrease in *RHOH* mRNA expression as differentiation stage progresses from AML FAB subtype M0 to M5 (R^2^ values are presented at the bottom left of each panel in black text). In addition, all sets of data demonstrate a significant difference in *RHOH* mRNA expression between the early M0 and M1 stages of AML differentiation compared to the later M5 stage (*P* values presented at the bottom left of each panel in blue text). Mean *RHOH* mRNA levels for individual FAB subtypes are depicted as open blue lozenges with their standard deviations (SD) presented as vertical bars above and below. In addition, the number (n) of patients analysed in each FAB subtype is presented. (**G**) Total RNA was extracted from the cell lines Kasumi‐3 (K3), KG‐1 (KG) and KG‐1a (Ka) established from patients diagnosed with AML FAB subtype M0; from the cell lines GF‐D8 (GF) and YNH‐1 (YN) representing AML FAB subtype M1; and from THP‐1 (TH), Nomo‐1 (N1), Mono Mac‐1 (M1), MV4‐11 (MV), Molm‐14 (MO), SHI‐1 (SH) and SKM‐1 (SK) representing FAB subtype M5. The relative level of *RHOH* mRNA expression was evaluated for each cell line by Q‐RT‐PCR as previously described [37]. The mean relative expression of *RHOH* mRNA for three independent cultures of each cell line, each analysed twice in duplicate by Q‐RT‐PCR, are depicted as histograms with SD presented as vertical lines above. The mean relative *RHOH* mRNA expression in FAB subtypes M0 and M1 combined is 0.802 ± SD 0.603 while that of M5 is 0.037 ± SD 0.033. These two means are depicted as blue horizontal bars and their difference of 21.7 fold was determined to be significant (*P* = 0.0067). The *P* values presented in all panels were calculated using an unpaired Student's *t*‐test

**FIGURE 2:**
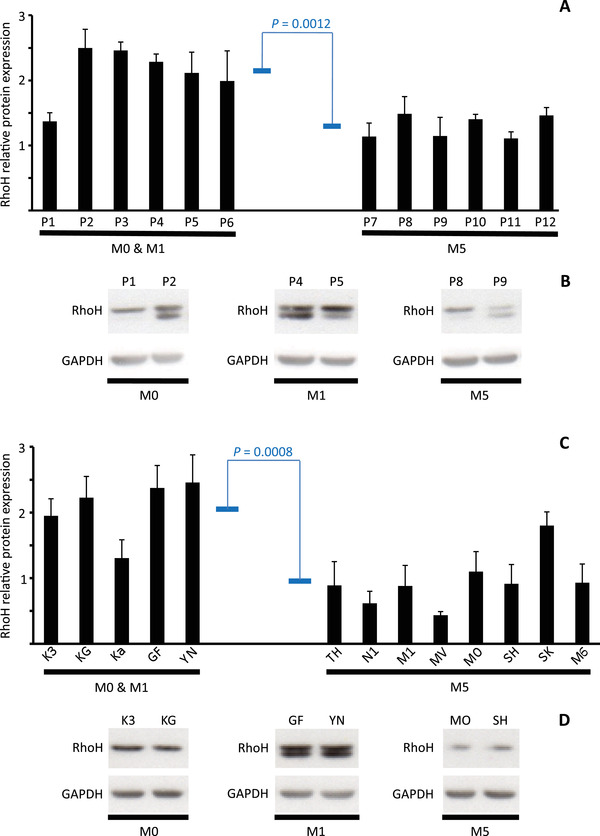
Repression of RhoH protein expression during the intermediate phases of myelomonocytic differentiation as assessed by the FAB subtype of AML patient samples and cell lines. (**A**) Western blot evaluation of relative RhoH protein expression in lysates prepared from peripheral blood mononuclear cells of patients diagnosed with AML FAB subtype M0 (P1 and P2), M1 (P3 ‐ 6) or M5 (P7 ‐ 12). RhoH protein expression is normalized to the expression of GAPDH protein and presented as histograms representing the mean ± SD of three (P1, P2, P5, P6, and P8 ‐ 12) or four (P3, P4, and P7) independent Western blot analyses. Blue horizontal bars represent the means of relative RhoH protein expression in FAB subtypes M0 and M1 (2.12 ± SD 0.42) compared to FAB subtype M5 (1.29 ± SD 0.18). The difference between these two means was calculated by an unpaired Student's *t*‐test as being significant (*P* = 0.0012). (**B**) Representative Western blots evaluating RhoH and GAPDH protein expression in patients with AML FAB subtype M0 (P1 and P2), M1 (P4 and P5), and M5 (P8 and P9). (**C**) Western blot evaluation of relative RhoH protein expression in lysates prepared from cell lines Kasumi‐3 (K3), KG‐1 (KG), and KG‐1a (Ka) representing AML FAB subtype M0, cell lines GF‐D8 (GF) and YNH‐1 (YN) representing FAB subtype M1 and THP‐1 (TH), Nomo‐1 (N1), Mono Mac‐1 (M1), MV4‐11 (MV), Molm‐14 (MO), SHI‐1 (SH), SKM‐1 (SK), and Mono Mac‐6 (M6) representing FAB subtype M5. RhoH protein expression is normalized to the expression of GAPDH protein and presented as histograms representing the mean ± SD of the results obtained from two or three independent cultures of each cell line and each of these subjected to between two and eight Western blot analyses. Blue horizontal bars represent the means of relative RhoH protein expression in FAB subtypes M0 and M1 (2.06 ± SD 0.46) compared to FAB subtype M5 (0.94 ± SD 0.40). The difference between these two means was calculated by an unpaired Student's *t*‐test as being significant (*P* = 0.0008). (**D**) Representative Western blots evaluating RhoH and GAPDH protein expression in cell lines established from patients with AML FAB subtype M0 (K3 and KG), M1 (GF and YN), and M5 (MO and SH)

**FIGURE 3:**
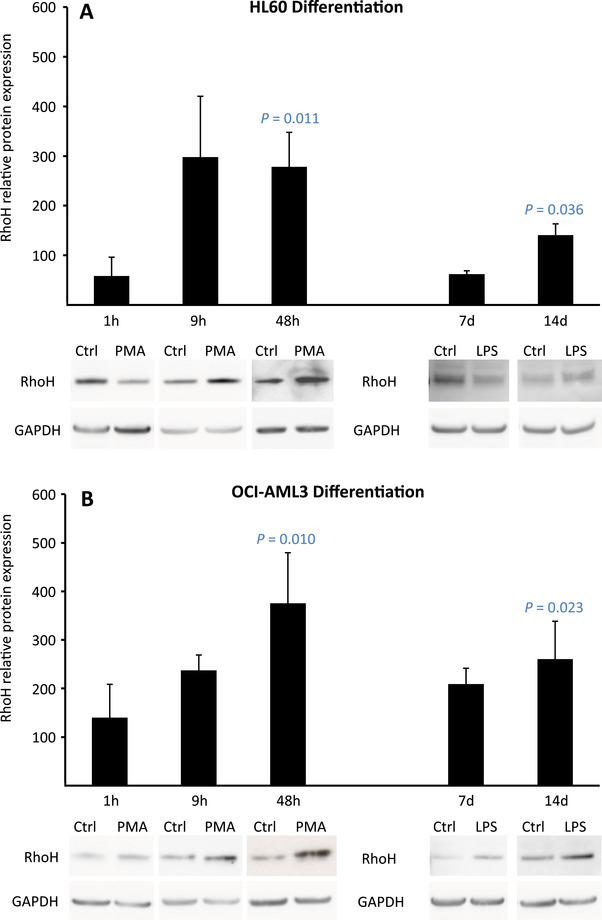
Induction of RhoH protein expression during terminal differentiation of AML cell lines. (**A**) The AML cell line HL60 or (**B**) the AML cell line OCI‐AML3 were cultured in the presence of 20 ng/ml PMA or its vehicle DMSO (Ctrl) for 1, 9 or 48 h or 100 ng/ml LPS or its vehicle PBS (Ctrl) for 7 or 14 days. Total protein lysates were prepared and Western blot analysis of RhoH and GAPDH protein expression performed. Histograms represent the means ± SD of RhoH protein expression normalized to GAPDH protein in cells treated with PMA or LPS calculated relative to values of 100% assigned to normalized levels of RhoH protein expressed in cells treated with the appropriate vehicle. Protein lysates were prepared from three independent cell cultures for each treatment condition. Each lysate was analyzed for RhoH and GAPDH expression one or two times by Western blotting. One of these analyses is presented below each histogram. *P* values indicating significant induction of RhoH protein expression in cells treated with PMA for 48 hours or LPS for 14 days compared to cells treated with the appropriate vehicle were calculated using an unpaired Student's *t*‐test

### 3.2 *RHOH* expression is induced during the terminal stages of myeloid differentiation

In order to begin to determine the pattern of *RHOH* expression during terminal phases of myeloid differentiation, Western blot analysis was performed on HL60 and OCI‐AML3 cells induced for 9 and 48 hours with phorbol ester or lipopolysaccharide for 14 days. In all cases, an induction of *RHOH* expression was observed (Figure 3). Cell lines cultured *in vitro* do not necessarily mimic the molecular biology of their equivalent cell‐type as it exists *in vivo*. Therefore, the results obtained from HL60 and OCI‐AML3 were verified by analysis of monocytes isolated directly from healthy volunteers and myeloblasts isolated directly from patients diagnosed with AML FAB subtype 4. These monocytes and myeloblasts were treated with phorbol ester for 48 h and terminal differentiation into macrophages confirmed by their acquisition of a strong adhesive phenotype, morphological spreading, and characteristic down‐regulation of CD11b and CD93 protein expression (Figure 4A, B, Supplemental Figure S1) [54, 55]. Further analysis demonstrated that this process of terminal differentiation is also characterized by the induction of RhoH protein expression (Figure 4A, B). Consistent with this induction, expression of JunD that represses *RHOH* gene transcription is down‐regulated (Figure 4A, B) [14]. This same reciprocal change in expression of *JUND* and *RHOH* is found when monocytes are induced to differentiate into mature macrophages and subsequently M1 polarized (GEO Series accession number GSE5099) [56]. Furthermore, when the monocytic cell line THP‐1 is differentiated into mature cells with functions of macrophages the induction of *RHOH* and the concomitant repression of *JUND* are also observed (GEO Series accession number GSE53691) [57].

**FIGURE 4:**
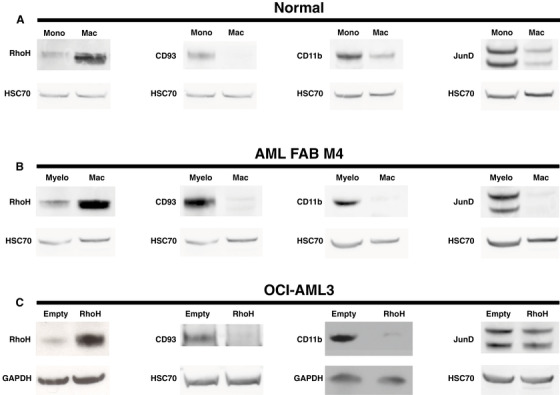
Induction of RhoH protein expression during terminal differentiation of freshly isolated monocytes and myeloblasts; RhoH induction drives terminal differentiation (**A**) Normal monocytes were isolated from the peripheral blood of healthy donors. Total protein lysates were prepared from these cells (Mono). In addition, total protein lysates were prepared after these monocytes were induced to differentiate into macrophages with 5 ng/ml of PMA for 48 hours (Mac). Next, Western blot analysis was performed to determine the expression of RhoH, CD93, CD11b, and JunD proteins relative to the control protein HSC70. Depicted are representative examples of analyses performed on five independent preparations of monocytes and macrophages. Three preparations were analysed for RhoH and CD93 expression by four and two Western blots, respectively. Two preparations were analysed for CD11b and JunD expression by one and two Western blots, respectively. (**B**) Myeloblasts were isolated at diagnosis from patients with AML FAB M4. Total protein lysates were prepared from these cells (Myelo). In addition, total protein lysates were prepared after these myeloblasts were induced to differentiate into macrophages with 5 ng/ml of PMA for 48 hours (Mac). Western blot analysis was performed to determine the expression of RhoH, CD93, CD11b and JunD proteins relative to the control protein HSC70. Depicted are representative examples of analyses performed on two independent preparations of myeloblasts and macrophages. Each preparation was analysed by two Western blots for RhoH and CD93 expression and by one Western blot for CD11b and JunD expression. (**C**) Total protein lysates were prepared from the AML cell line OCI‐AML3 stably transfected either with the empty vector pMEP4 (Empty) or pMEP4‐RhoH that constitutively expresses *RHOH* (RhoH). Next, Western blot analysis was performed to determine the expression of RhoH, CD93, CD11b and JunD proteins relative to the control proteins GAPDH or HSC70. Depicted are representative examples of analyses performed on three independent cultures of each stable transfectant. Each independent culture was analysed by three Western blots for RhoH expression and two Western blots for CD93, CD11b and JunD expression

### 3.3 Induction of *RHOH* expression in AML cells drives terminal differentiation

In order to determine whether *RHOH* induction is a passenger or a driver of terminal myeloid differentiation we produced two daughter lines from the AML cell line OCI‐AML3 that exhibits low endogenous expression of *RHOH*. One daughter stably expressed an empty plasmid vector and was named OCI‐Empty and the second daughter stably expressing *RHOH* in the same vector was named OCI‐RhoH. Western blot analysis confirmed that RhoH protein expression was induced in OCI‐RhoH compared to OCI‐Empty (Figure 4C). Further analysis demonstrated that OCI‐RhoH exhibits lower expression of the proteins CD93 and CD11b compared to OCI‐Empty (Figure 4C). The down‐regulation of CD11b and CD93 protein expression are individual hallmarks of the differentiation of monocytes into macrophages (Figure 4A, B) [54, 55]. Consequently, *RHOH* induction appears to be a driver of this form of terminal myeloid differentiation.

### 3.4 *RHOH* induction is associated with acquisition of a mature myeloid phenotype and alters expression of genes controlling Cdc42 and Wnt signalling

In order to gain insight into the molecular mechanisms by which the induction of *RHOH* might drive monocyte to macrophage differentiation, we compared the transcriptome of OCI‐RhoH with that of OCI‐Empty. This analysis identified 72 transcripts that were significantly altered in their expression upon *RHOH* induction (GEO Accession number GSE138479). 

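RNA of the pair of daughter lines was compared on 4 two-color arrays of 1 slide. OCI-AML3 is a cell line established from AML of FAB subtype M4, and the lines differ in the plasmid with which it was stably transfected, pMEP4-RhoH in OCI-RhoH and the empty pMEP4 in OCI-Empty. Each array carried RNA of both lines. Cy5 marked OCI-Empty on arrays 1 and 3 and OCI-RhoH on arrays 2 and 4. *RHOH*, the transfected gene, was read by 1 probe (A_23_P58132, designed on NM_004310) that was well above background in every channel. Its log2 ratio of the RNA labelled OCI-RhoH over that labelled OCI-Empty was -1.12 on array 1, -1.21 on array 2, 1.14 on array 3 and -0.33 on array 4, with a mean of -0.38 ± 1.09 (SD, n = 4 arrays; adjusted p = 0.677 from limma with Benjamini-Hochberg adjustment). *RHOH* mRNA was thus higher in the RNA labelled OCI-RhoH on 1 array only, and the mean stayed negative, between -0.88 and -0.10, with each array left out in turn. The spots of the probe, 7 to 10 on each array, differed by an SD of at most 0.066. The sequence of the probe is not among the data used here, so that whether it reads the transcript of the plasmid was not tested. Because the transfected gene goes against the labels on 3 arrays, the lines are named by their labels at every direction given for these arrays. A summary table deposited by the authors lists the green signals of the arrays in the reverse sample order, with 44495 of 44495 values equal to those of the scanner file of another sample within a relative difference of 1e-04. The labels and the scanner files were followed, and the reverse order would turn every direction round. The labels number 4 RNA samples per line, whereas the methods state 2 per line studied by dye swap and do not name the arrays that share RNA, so each array was taken as 1 observation.
The authors deposited the signals of 44495 spots per array, from which Feature Extraction 10.7.3.1 had subtracted the background and removed dye differences within each array by LOWESS. The median processed signal of the RNA labelled OCI-RhoH was 390, 383, 375 and 382 on arrays 1 to 4, and that of OCI-Empty 394, 380, 377 and 381. Between 19879 and 22245 probes per array were well above background for the RNA labelled OCI-RhoH and between 19512 and 22527 for OCI-Empty. No spot was saturated. Control spots and spots marked by the software as outliers (between 614 and 727 per array) were left out, the spots of a probe were averaged, and the log2 ratio of the processed signals was turned to OCI-RhoH over OCI-Empty on every array. A probe was tested if it was well above background on all 4 arrays for at least 1 of the lines. This left 19796 of 34127 probes for limma's moderated test with Benjamini-Hochberg adjustment, and an adjusted p below 0.05 was taken as significant. Where a gene had several probes, the brightest one tested stands for it. The number of arrays limits the precision.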

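In the 4 arrays, 48 of the 19796 probes tested were significantly altered (limma, Benjamini-Hochberg adjusted p below 0.05), 22 of them higher and 26 lower in the RNA labelled OCI-RhoH. Each of the 48 had the same direction on all 4 arrays. Their mean log2 ratios had sizes between 0.69 and 3.43, compared with a median SD between arrays of 0.21 over all probes tested, and 34 changed at least 2-fold. The 48 probes stand for 37 named genes and 10 probes without a gene symbol. At an unadjusted p below 0.05 there were 2837 probes. A change of at least 2-fold in the mean was found for a further 106 probes that did not reach significance. The number of significant probes depended on single arrays, being 11 without array 1, 15 without array 2, 325 without array 3 and 12 without array 4. It was 4 with arrays 1 and 2, and 3 and 4, averaged as dye swaps. With arrays 1 and 4, and 2 and 3, averaged it was 68. When the variance was modelled as a trend on the mean signal in limma, 60 probes were significant, 42 of them among the 48.
Among significant genes that Table 1 does not list, the largest falls were those of *MEI1* (NM_152513), at -2.76 ± 0.05 (SD, n = 4 arrays, limma adjusted p = 0.000223), and *S100A16* (NM_080388), at -1.86 ± 0.03 (SD, n = 4, limma adjusted p = 0.00043). *S100A16* was well above background on 3 of 4 arrays for the RNA labelled OCI-RhoH. *C8orf88* fell by 1.47 on the log2 scale (SD 0.28, limma adjusted p = 0.0118). The largest significant rise was that of *DDAH1* (NM_012137), at 3.43 ± 0.64 (SD, n = 4, limma adjusted p = 0.00473), and *TPD52L1* rose by 1.83 ± 0.38 (SD, n = 4, limma adjusted p = 0.0118). Both were well above background on only 1 of 4 arrays for the RNA labelled OCI-Empty, and with normexp background correction and loess normalization their log2 ratios were 0.85 (limma adjusted p = 0.0106) and 0.34 (limma adjusted p = 0.15). The falls of *S100A16* and *C8orf88* shrank as well with that processing, to -0.69 (limma adjusted p = 0.0423) and -0.48 (limma adjusted p = 0.111), while *MEI1* stayed at -2.58. The offset of 50 in that processing draws the ratios of dim probes toward 0 by construction, so the smaller sizes are no separate measure of these changes. Over all alternatives the limma adjusted p ranged from 0.000402 to 0.182 for *DDAH1*, from 0.0109 to 0.267 for *TPD52L1*, from 0.000432 to 0.0718 for *S100A16* and from 0.000402 to 0.267 for *C8orf88*.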

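Among genes with known functions in mature myeloid cells (Table 1), *CD93* (NM_012072) changed most. Its log2 ratio was -3.11 ± 0.30 (SD, n = 4 arrays), lower in the RNA labelled OCI-RhoH on 4 of 4 arrays (limma, Benjamini-Hochberg adjusted p = 0.00043), and between -3.25 and -3.04 with each array left out. *COL15A1* and *BARX1* had log2 ratios of -1.41 ± 0.16 and -1.37 ± 0.18 (SD, n = 4). With normexp background correction and loess normalization the log2 ratio was -2.12 for *CD93* and -0.99 for *COL15A1*. In the other direction, *MORC4* rose by 1.70 ± 0.43, *CDKN2C* by 1.47 ± 0.05 and *LHX1* by 1.20 ± 0.15 (SD, n = 4), with 0.69 for *MORC4* after normexp and loess, where an offset of 50 draws the ratios of dim probes toward 0 by construction. Of the 42 entries of the table, 41 had a probe through their current or older symbols, and all 41 were tested. *LOC101927497* was not analysed here. The direction given by the paper was taken from the order of the entries, with *ARNTL* to *TESC* as down-regulated and *CCDC3* to *TMEM132A* as up-regulated. In that direction, 40 of the 41 had their mean log2 ratio and 39 had all 4 arrays. The list was chosen on these arrays, so neither this agreement nor an adjustment over the list alone is independent evidence. The median was -0.90 for the 19 down-regulated genes, with a range of -3.11 to -0.51, and 0.77 for the 22 up-regulated genes, with a range of -0.04 to 2.04. After adjustment over all probes, 17 of the 41 were significant, 8 down-regulated and 9 up-regulated, and 0 were significant in the opposite direction. At an unadjusted p below 0.05 there were 39, and 39 were significant adjusted over the list alone. Without array 1, 2, 3 or 4, the number of significant genes was 3, 6, 32 and 3. It was 1 with arrays 1 and 2, and 3 and 4, averaged as dye swaps. With arrays 1 and 4, and 2 and 3, averaged it was 16. *HEPIS* and *RPS3a* each lay in that direction on 2 of 4 arrays. The symbol *HEPIS* is an older name of both *BACC1*, whose brighter probe had a log2 ratio of -0.04, and *IFTAP*, whose probe had 0.84.

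**Figure D1:**
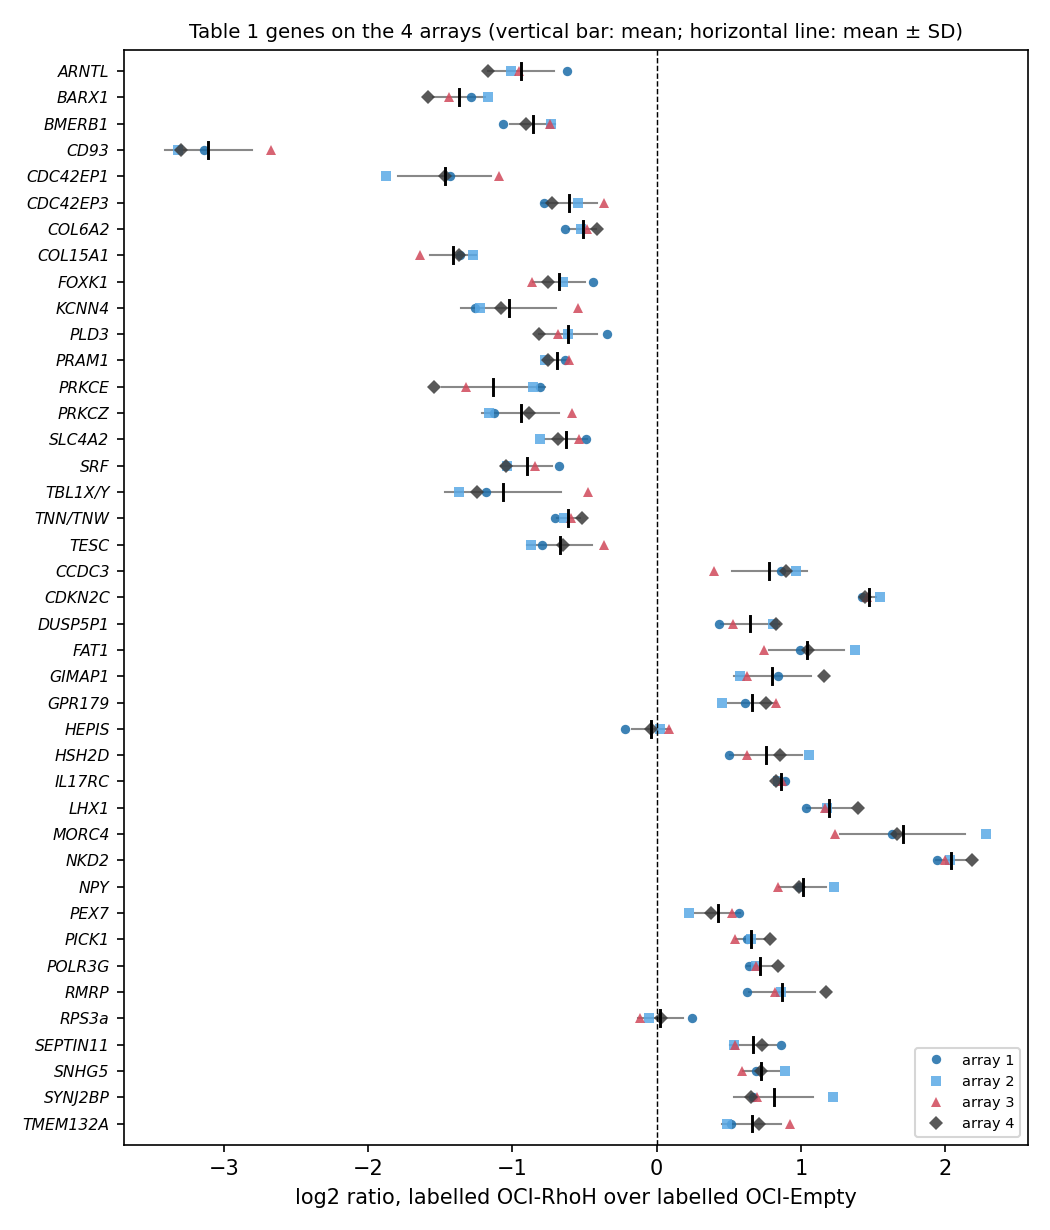
Log2 ratio of the RNA labelled OCI-RhoH over that labelled OCI-Empty (horizontal axis) for the 41 genes of Table 1 with a probe (vertical axis). Each symbol is 1 of the 4 arrays, the vertical bar is their mean and the horizontal line extends 1 SD to each side; 160 of the 164 ratios lie on the side of 0 that the paper gives, and the exceptions belong to *HEPIS* and *RPS3a*.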

Literature searches revealed that 42 of these 72 transcripts encode proteins or represent long non‐coding RNAs implicated in regulating functions characteristic of mature myeloid cells (Table 1). These functions appear to center on two main areas. The first is the control of processes essential to the journey of mature myeloid cells to their tissue sites of action such as adhesion, directional movement, and remodeling of the extracellular matrix. The second is the control of actions once arrived at tissue sites such as phagocytosis, the generation of reactive oxygen species (ROS), and apoptosis. Further analysis revealed that 9 of the transcripts down‐regulated by *RHOH* induction encode proteins that positively affect signalling through the Cdc42 and/or Wnt pathways while 4 transcripts up‐regulated by *RHOH* induction encode proteins that negatively affect Cdc42 or Wnt signalling. In addition, *RHOH* induction up‐regulates the long non‐coding RNA *RMRP* that is also known to repress Wnt signalling. Consequently, these results suggest that *RHOH* induction represses signalling through the interlinked Cdc42 and Wnt pathways by the coordinated down‐regulation of positive effectors and up‐regulation of negative effectors (Figure 5).

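All 9 down-regulated transcripts had lower signals in the RNA labelled OCI-RhoH on 4 of 4 arrays. For 4 of them the change was significant by limma with Benjamini-Hochberg adjustment. *CDC42EP1* (NM_152243), which encodes Borg 5, had a log2 ratio of -1.47 ± 0.32 (SD, n = 4 arrays, limma adjusted p = 0.0155). The log2 ratio of *TBL1Y* (NM_033284) was -1.09 ± 0.30 (SD, n = 4, limma adjusted p = 0.0422), that of *ARNTL*, now named *BMAL1*, was -0.94 ± 0.23 (SD, n = 4, limma adjusted p = 0.0422), and that of *SRF* (NM_003131) was -0.90 ± 0.18 (SD, n = 4, limma adjusted p = 0.0357). The other 5 did not reach significance after adjustment. Their log2 ratios were -1.13 for *PRKCE*, -1.07 for *TBL1X*, -0.94 for *PRKCZ*, -0.68 for *FOXK1* and -0.60 for *CDC42EP3*, with limma adjusted p values from 0.0548 to 0.106. Whether the probes of *TBL1X* and *TBL1Y* also read the transcript of the other gene was not tested. The 4 up-regulated transcripts that encode proteins had higher signals on 4 of 4 arrays, and 2 were significant. *NKD2* (NM_033120) rose by 2.04 ± 0.10 (SD, n = 4, limma adjusted p = 0.00043) and *FAT1* (NM_005245) by 1.04 ± 0.26 (SD, n = 4, limma adjusted p = 0.0389). *SEPTIN11* rose by 0.67 (limma adjusted p = 0.0771) and *PICK1* by 0.65 (limma adjusted p = 0.0563). *NKD2* kept its significance with any single array left out, but not with arrays 1 and 2, and 3 and 4, averaged as dye swaps. Its limma adjusted p ranged from 3.55e-06 to 0.0718 over all alternatives. The other 5 significant transcripts lost significance without array 1, without array 2 or without array 4. Their limma adjusted p values there lay between 0.054 and 0.256. With normexp background correction and loess normalization, *SRF* (-0.43, limma adjusted p = 0.142), *ARNTL* (-0.40, limma adjusted p = 0.12) and *TBL1Y* (-0.41, limma adjusted p = 0.137) were not significant, whereas *PRKCE* (-0.53, limma adjusted p = 0.0488) and *FOXK1* (-0.60, limma adjusted p = 0.0458) were, so that 5 of the 13 transcripts that encode proteins were significant. *FAT1* had a log2 ratio of 0.72. That processing adds an offset of 50, which by construction draws the ratios of dim probes toward 0. Over all alternatives the adjusted p ranged from 0.0273 to 0.448 for *SRF*, from 0.00346 to 0.448 for *ARNTL*, from 0.0054 to 0.448 for *TBL1Y*, from 0.00592 to 0.47 for *PRKCE* and from 0.0216 to 0.544 for *FOXK1*.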

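*RMRP* (NR_003051) had log2 ratios of 0.62, 0.86, 0.82 and 1.17 on arrays 1 to 4, with a mean of 0.87 ± 0.23 (SD, n = 4 arrays) higher in the RNA labelled OCI-RhoH. The mean log2 signal was 10.9 for OCI-RhoH and 10.0 for OCI-Empty, well above background on all arrays. The change was larger than the spread between arrays and did not reach significance after adjustment over all probes (limma, Benjamini-Hochberg adjusted p = 0.0533). It was significant without array 3 (limma adjusted p = 0.036) and with normexp background correction and loess normalization (0.84, limma adjusted p = 0.0281), and the adjusted p ranged from 0.0042 to 0.47 over all alternatives. Among the 29 small nucleolar, small nuclear and related RNAs tested, *RMRP* included, 26 had a mean ratio above 0.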

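Over the 14 transcripts of Figure 5 and the 4 arrays, 56 of 56 log2 ratios had the sign that the paper gives, with sizes from 0.37 to 2.18. Their median was -0.94 for the 9 agonists and 0.87 for the 5 antagonists, *RMRP* included. Adjusted over all probes, 6 of the 14 were significant by limma, and all 14 were significant adjusted over the list alone. The transcripts were chosen on these arrays, so neither the shared signs nor that adjustment is independent evidence. The number of significant transcripts was 13 without array 3 and 1 without array 1, 2 or 4. It was 0 with arrays 1 and 2, and 3 and 4, averaged as dye swaps. With arrays 1 and 4, and 2 and 3, averaged it was 9. From the lower expression of positive effectors and the higher expression of negative effectors in the line expressing *RHOH*, the paper proposes that *RHOH* induction represses signalling through the interlinked Cdc42 and Wnt pathways. The directions rest on the labels of the arrays. The 1 probe of *RHOH* went against these labels on arrays 1, 2 and 4, and whether it reads the transcript of the plasmid was not tested.

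**Figure D2:**
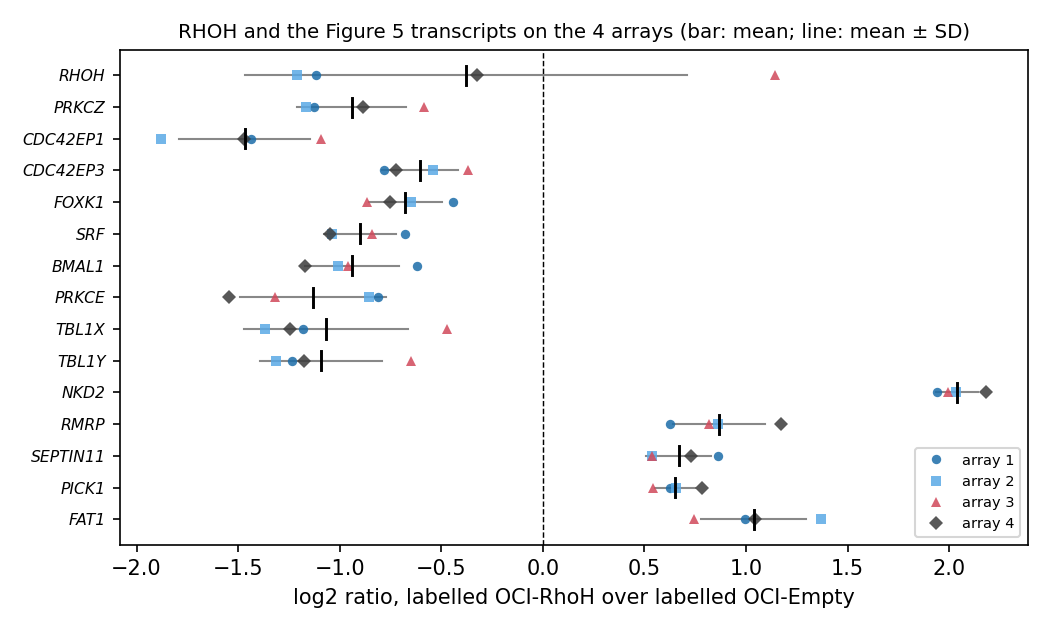
Log2 ratio of the RNA labelled OCI-RhoH over that labelled OCI-Empty (horizontal axis) for *RHOH* and the 14 transcripts of Figure 5 (vertical axis). Each symbol is 1 of the 4 arrays, the vertical bar is their mean and the horizontal line extends 1 SD to each side; the 14 transcripts stay on 1 side of 0, and *RHOH* lies at 1.14 on array 3 and below 0 on the other arrays.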

**TABLE 1:** Genes controlled by RHOH that regulate functions characteristic of mature myeloid cells

	Movement to tissue site					Action at tissue site		
	Cytoskeleton	Migration	Polarization	Adhesion	Matrix	Phagocytosis	ROS	Apoptosis
*ARNTL*	X	X	X	X	X	X	X	X
BARX1	X			X				
BMERB1	X							
*CD93*	X	X	X	X	X	X		
CDC42EP1	X	X	X	X				
CDC42EP3	X	X	X	X	X	X		
COL6A2	X	X		X			X	
COL15A1	X		X	X				
FOXK1	X						X	
KCNN4	X	X	X	X	X	X	X	
PLD3							X	
*PRAM1*						X		
*PRKCE*	X	X	X	X	X	X	X	X
*PRKCZ*	X	X	X	X	X	X	X	X
SLC4A2	X	X	X		X	X		X
SRF	X	X	X	X	X	X	X	X
TBL1X/Y	X			X				
TNN/TNW	X	X	X	X	X			
*TESC*		X			X	X	X	X
CCDC3		X		X				
*CDKN2C*				X			X	
*DUSP5P1*							X	
*FAT1*	X	X	X	X			X	X
GIMAP1							X	
GPR179		X		X				
HEPIS				X				
HSH2D							X	
IL17RC	X					X	X	
LHX1		X						X
LOC101927497	X							
MORC4							X	
*NKD2*		X	X		X			X
NPY	X	X	X	X	X	X	X	X
PEX7	X	X				X	X	
PICK1	X	X	X	X		X	X	X
POLR3G							X	
RMRP		X			X			X
*RPS3a*							X	
SEPTIN11	X					X		
*SNHG5*		X					X	X
SYNJ2BP	X			X	X			
TMEM132A			X				X	

Expression of genes listed in green text are down‐regulated when *RHOH* is induced. Genes listed in red text are up‐regulated when *RHOH* is induced. Abnormal regulation of genes listed in italic text has been linked to the pathogenesis of AML (Supplemental References 1).

**FIGURE 5:**
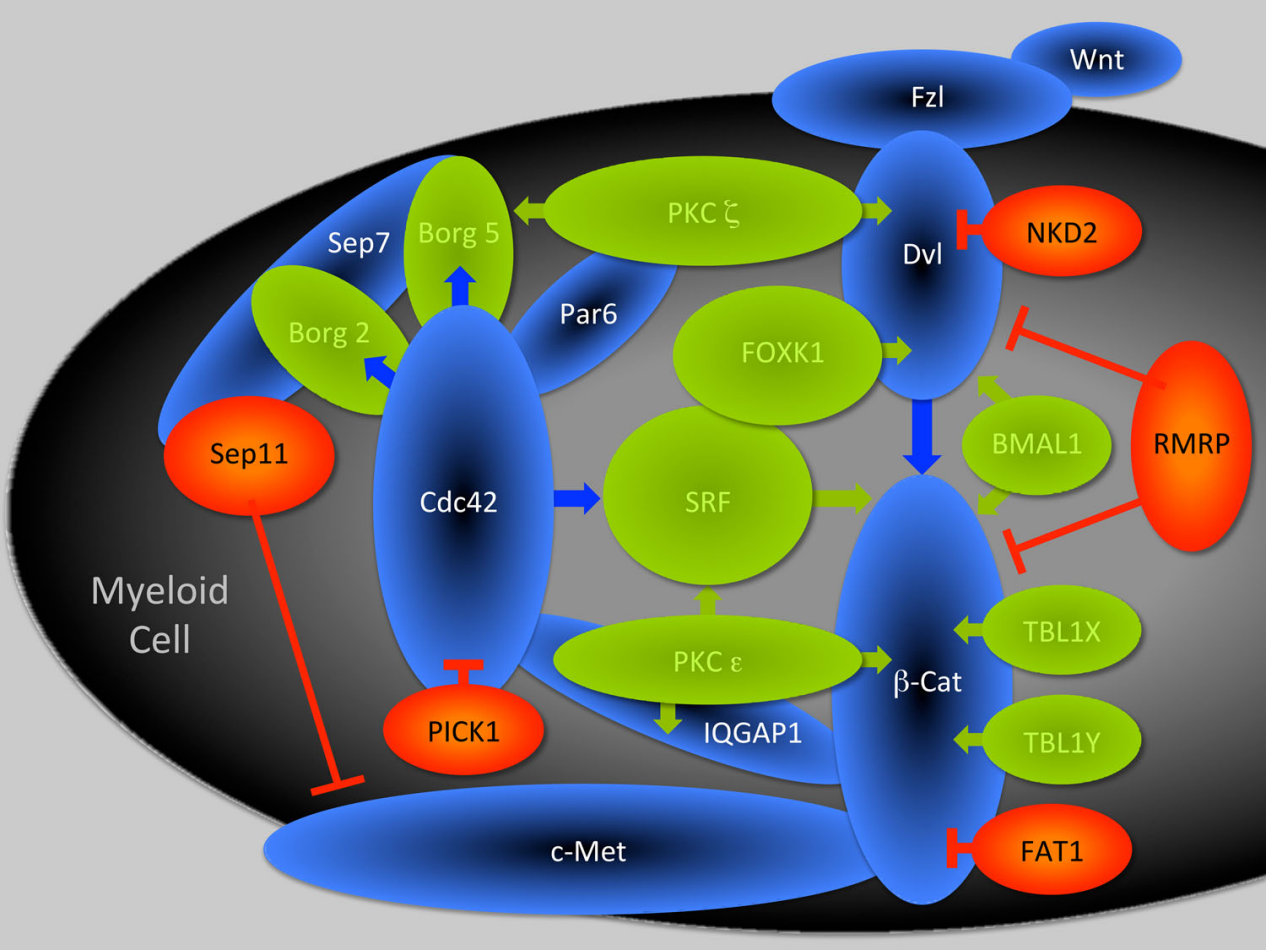
Regulators of Cdc42 and Wnt signalling controlled by *RHOH*. Differential microarray analysis identified 72 transcripts that are significantly changed in their expression when *RHOH* is reconstituted in the M4 AML cell line OCI‐AML3 (GEO Accession number GSE138479). Of these transcripts, 13 encode proteins and 1 the long non‐coding RNA *RMRP* known to regulate Cdc42 and/or Wnt signalling (Supplemental References 2). Core components of these signalling pathways are depicted as blue ovals. Agonists of these signalling pathways that are down‐regulated by *RHOH* induction are depicted as green ovals and antagonists up‐regulated by *RHOH* are depicted as red ovals. Overlapping ovals signify the direct binding of proteins

### 3.5 Induction of *RHOH* expression limits tumour growth in a xenograft model of AML

Transcriptome analysis implicates *RHOH* induction in regulating 42 genes controlling the function of mature myeloid cells. Strikingly, abnormal regulation of 12 of these genes has been functionally linked to the pathogenesis of AML (Table 1, italicized genes). In addition, *RHOH* induction is demonstrated to cause the down‐regulation of CD11b and CD93 protein expression characteristic of monocytes terminally differentiating into macrophages (Figure 4C) [54, 55]. 

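All 12 italicized genes had a mean log2 ratio in the direction given by the paper, 11 of them on 4 of 4 arrays, and 7 were significant by limma with Benjamini-Hochberg adjustment. These were *ARNTL*, *CD93* and *PRAM1*, which were lower in the RNA labelled OCI-RhoH, and *CDKN2C*, *FAT1*, *NKD2* and *SNHG5*, which were higher. *PRAM1* (NM_032152) had a log2 ratio of -0.69 ± 0.08 (SD, n = 4 arrays, limma adjusted p = 0.0445), and its adjusted p was 0.172, 0.283 and 0.235 without array 1, 2 and 4, with a range of 0.00519 to 0.46 over all alternatives. The other 5 genes did not reach significance after adjustment. Besides *PRKCE* and *PRKCZ*, these were *TESC*, at -0.67 ± 0.22 (SD, n = 4, limma adjusted p = 0.106), *DUSP5P1*, at 0.65 ± 0.20 (SD, n = 4, limma adjusted p = 0.103), and *RPS3a*, at 0.03 ± 0.16 (SD, n = 4, limma adjusted p = 0.925). *RPS3a* was higher on 2 of 4 arrays, and its log2 ratio was -0.05 without array 1.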

Taken together, these considerations indicate that *RHOH* induction is a driver of terminal differentiation and might represent a means of AML treatment analogous to the differentiation therapy effected by all‐*trans* retinoic acid on the acute promyelocytic subtype [58]. In order to begin to determine the efficacy of potential *RHOH* differentiation therapy, we injected immunocompromised mice with the cell line OCI‐RhoH and assessed its ability to produce tumours compared to its sister line OCI‐Empty. In total 12 of 13 mice injected with OCI‐Empty developed tumours while only 5 of 12 mice injected with OCI‐RhoH did so. In total, the tumours produced by *RHOH* differentiated AML cells had average volumes 3.6 fold smaller than those produced by their non‐differentiated counterparts (Figure 6).

**FIGURE 6:**
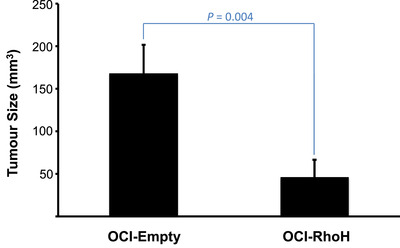
*RHOH* reconstitution inhibits the growth of AML tumours *in vivo*. The AML cell line OCI‐RhoH that stably expresses the *RHOH* vector pMEP‐RhoH and its sister line OCI‐Empty that stably expresses the same vector empty of *RHOH* were injected subcutaneously into SHrN^™^ Hairless NOD.SCID mice (Harlan Laboratories, Inc., Indianapolis, Indiana, USA). In one experiment 5 million OCI‐Empty cells were injected into 8 mice and in parallel 5 million OCI‐RhoH cells were injected into 7 mice. In a second experiment 10 million OCI‐Empty or OCI‐RhoH cells were each injected into 5 mice. The volumes of palpable tumours were measured 3 weeks after injection. Tumour volumes beyond 1.5 times the interquartile ranges of the ordered OCI‐Empty and OCI‐RhoH datasets were removed (Supplemental Table 1). Histograms represent the means ± SEM of the remaining volumes (OCI‐Empty n = 12; OCI‐RhoH n = 11). A Mann‐Whitney test determined that the mean volume of tumours produced by OCI‐RhoH was significantly smaller than that produced by OCI‐Empty (*P* = 0.004)

## 4 DISCUSSION

Iwasaki *et al* published in 2008 that low‐level expression of *RHOH* mRNA was an indicator of poor prognosis in AML [38]. They further reported that this low‐level expression is an unfavorable prognostic biomarker for both overall and disease‐free survival that is independent of age, white blood cell count, cytogenetics, and mutation of the *FLT3, NRAS, TP53*, and *NPM1* genes. These findings suggest that targeting abnormal *RHOH* expression might have therapeutic efficacy in a broad range of AML patients.

Apparently contradictory to our findings, Iwasaki *et al* found no significant differences in *RHOH* transcript levels between FAB subtypes. However, further scrutiny of their results in light of ours indicates we are in agreement. Iwasaki *et al* analyzed 1 patient classified as FAB M0, 22 as M1, 59 as either M2 or M4, 7 as M5, and 1 as M6. Where more than one patient was analyzed, low *RHOH* expression was exhibited by 8 out of 22 patients with the M1 subtype, 31 of 59 M2/M4 patients and 6 of 7 patients with subtype M5. Therefore, as myeloid differentiation reflected in FAB subtype progresses from M1 to M2/M4 to M5 the proportion of patients where *RHOH* expression is low steadily increases from 0.36 to 0.53 to 0.86, respectively. Consequently, viewed in this way, the study by Iwasaki *et al* confirms our observation that *RHOH* mRNA levels progressively decrease during the early and intermediate phases of myeloid differentiation. Importantly, since the levels of mRNA and protein expression do not necessarily coincide, we further demonstrated that RhoH protein levels also progressively decline. These results are consistent with HemaExplorer and DMAP *BloodSpot* data showing that during normal hematopoiesis *RHOH* expression progressively decreases as differentiation proceeds from common myeloid progenitors to granulocyte/monocyte progenitors and then to CD14+ monocytes [59, 60].

Analogous to what has been shown during lymphocyte activation, the repression of *RHOH* during myeloid differentiation along the monocytic pathway would be expected to release signalling through the Rho family and positively affect processes such as adhesion, chemotaxis, and *trans*‐endothelial migration critical to the inflammatory response [2, 4, 6, 8‐10, 12]. During the resolution of inflammation, monocytes that have terminally differentiated into macrophages either undergo apoptosis or become quiescent and take up residence in the tissues they infiltrate. Thus this terminal phase of monocytic differentiation is characterized by repression of inflammatory effector proteins such as the β2 integrin CD11b and CD93 [54, 55]. We demonstrate here that as monocytes terminally differentiate into macrophages *RHOH* expression is induced and that this induction causes a down‐regulation in the levels of both CD93 and CD11b protein. Indeed, transcriptome analysis indicates that *RHOH* induction regulates the expression of at least 42 genes known to affect functions characteristic of mature myeloid cells (Table 1). Taken together, our results indicate that myeloid differentiation along the monocytic pathway is driven by the bimodal expression of *RHOH*. A likely cause of this bimodal pattern is the reciprocal bimodal expression of the *RHOH* repressor *JUND* (Figure 4A, B) (GEO Series accession numbers GSE53691 & GSE5099) [14, 56, 57].

A molecular consequence of *RHOH* induction during the terminal phase of monocytic differentiation appears to be repression of the interlinked Cdc42 and Wnt intracellular signalling pathways (Figure 5). This finding in myeloid cells is consistent with previous reports in T‐lymphocytes showing *RHOH* inhibits Cdc42 signalling and its association with Wnt signalling through interaction with Kaiso and p120 catenin [18, 61, 62].

The *RHOH* gene can be transcribed from 3 distinct promoters, P1, P2, and P3 [14]. Where relative promoter strength has been compared, the P3 promoter has been shown predominant [14]. Analysis of the nucleotide sequence of this promoter identifies potential binding sites for HIF1, c‐Myc, SRY, E2F1, and LEF1 within the first 200 bp upstream of the transcription start site (Figure 7). All of these transcription factors have been shown to be regulated by Wnt and/or Cdc42 signalling (Supplemental References 3). Indeed, in the case of Wnt signalling, LEF1 plays a central role. Previously we have demonstrated that the P3 promoter can be repressed by the binding of the transcription factor protein JunD at two sites (Figure 7) [14]. Consequently, a molecular scenario can be envisioned in which *JUND* induction affects *RHOH* repression during the early and intermediate stages of myeloid differentiation leading to activation of Wnt signalling that in turn induces *RHOH* during the later differentiation stages through activation of factors such as LEF1 and supported by *JUND* repression.

**FIGURE 7:**
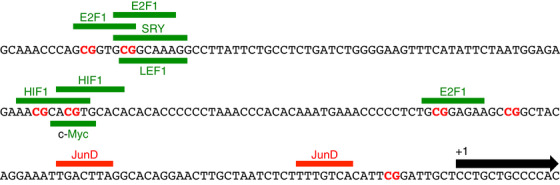
Nucleotide sequence of the P3 promoter of the human *RHOH* gene. The site of transcription initiated by the promoter is indicated as +1 with a black horizontal arrow depicting the 5′ end of exon 4 of the *RHOH* gene [14]. The location of potential binding sites for the transcription factor proteins c‐Myc, E2F1, HIF1, LEF1 and SRY that could activate the promoter are indicated with green horizontal bars and text [71, 72]. Each of these transcription factors is regulated by Wnt and/or Cdc42 signalling (Supplemental References 3). The location of binding sites for the JunD protein that represses the promoter are indicated with red horizontal bars and text [14]. The 7 CpG dinucleotides that could be methylated in AML are depicted in bold red text [70]

Low expression of *RHOH* is an independent predictor of poor outcomes in AML [38]. Our differential microarray analysis indicates that this low expression likely drives pathogenesis by allowing the Cdc42 and Wnt pathways to be constitutively active (Figure 5). This contention is supported by aberrant signalling through both pathways being functionally linked to AML [61, 62]. In addition, our microarray data indicate that low *RHOH* expression results in high expression of the long non‐coding RNA *BASP1‐AS1* (lnc‐MYO10‐1) and low expression of the long non‐coding RNA *SNHG5* (GEO Accession number GSE138479). These expression patterns could cause *BASP1* repression through increased sponging of *BASP1* mRNA by *BASP1‐AS1* and increased expression of *microRNA 23a, 154, 182*, and *377* through decreased sponging by *SNHG5*. 

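*BASP1-AS1* was read by the probe that the files name lnc-MYO10-1, with a log2 ratio of -0.70 ± 0.22 (SD, n = 4 arrays), lower in the RNA labelled OCI-RhoH on 4 of 4 arrays. The difference was larger than the spread between arrays and not significant after adjustment over all probes (limma, Benjamini-Hochberg adjusted p = 0.0937). Its mean log2 signals, 4.57 for the RNA labelled OCI-RhoH and 5.26 for OCI-Empty, were near the lower end of the signals tested (3.96% of the probes tested were dimmer), and with normexp background correction and loess normalization, whose offset of 50 draws the ratios of dim probes toward 0 by construction, the log2 ratio was -0.24. *SNHG5* (NR_003038) had mean log2 signals of 16.2 and 15.5 and a log2 ratio of 0.72 ± 0.12 (SD, n = 4), higher in the RNA labelled OCI-RhoH on 4 of 4 arrays (limma adjusted p = 0.0476). Its log2 ratio stayed between 0.67 and 0.77 with each array left out, while the limma adjusted p was 0.194, 0.283 and 0.239 without array 1, 2 and 4 and ranged from 0.0179 to 0.466 over all alternatives.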

Repression of *BASP1* and induction of each of these microRNAs have been linked to the pathogenesis of AML [63, 64, 65, 66, 67, 68, 69].

A possible explanation of why *RHOH* is under‐expressed in AML comes from analysis of its P3 promoter and the finding that AML is characterized by the silencing of the promoters of Wnt antagonist genes through methylation [70]. Within the *RHOH* P3 promoter there are seven CpG dinucleotides that could be subject to methylation. Six of these dinucleotides are located within the potential binding sites for HIF1, c‐Myc, SRY, E2F1, or LEF1 (Figure 7). Consequently, CpG methylation would prevent the potential binding of one or more of these factors, possibly resulting in the failure of *RHOH* to be induced and subsequently the failure of Cdc42 and Wnt signalling to be repressed.

The hallmark of AML is the block of myeloblasts at various stages of their differentiation program. The most successful form of AML treatment is that for the acute promyelocytic subtype because its expression of the PML‐RARα fusion protein makes it amenable to differentiation induced by all‐*trans* retinoic acid [58]. Reconstitution of *RHOH* expression in the AML cell line OCI‐AML3 drives differentiation as assessed by the down‐regulation of CD93 and CD11b proteins. Such a finding raised the possibility that *RHOH* reconstitution might represent a new form of AML differentiation therapy. That OCI‐AML3 reconstituted with *RHOH* produces fewer and smaller tumours in immunocompromised mice than when not *RHOH* reconstituted demonstrates this new therapeutic strategy holds promise.

## CONFLICT OF INTEREST

Carl S. Shelley is President and CEO of Leukemia Therapeutics, LLC that is developing novel treatments for AML based on targeting the molecular consequences of aberrant *RHOH* repression.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

# Supplementary material for: Bimodal expression of RHOH during myelomonocytic differentiation: Implications for the expansion of AML differentiation therapy
**Source:** EJHaem. 2021 Jan 20;2(2):196–210. doi: 10.1002/jha2.128

## Supplemental Figure 1

**Morphology of M4 AML myeloblasts following PMA treatment.** Myeloblasts from a patient diagnosed with M4 AML and exhibiting more than 90% of blasts in the circulation were prepared by Ficoll gradient centrifugation. These cells were then cultured for 48 hours in RPMI-1640 supplemented with 20% heat-inactivated foetal calf serum, 4mM L-glutamine and either (A) 5 ng/mL PMA or (B) the equivalent volume of the PMA vehicle DMSO. Cells were photographed using a Leica DMi1 inverted microscope and x 80 magnification lens.

**PMA**

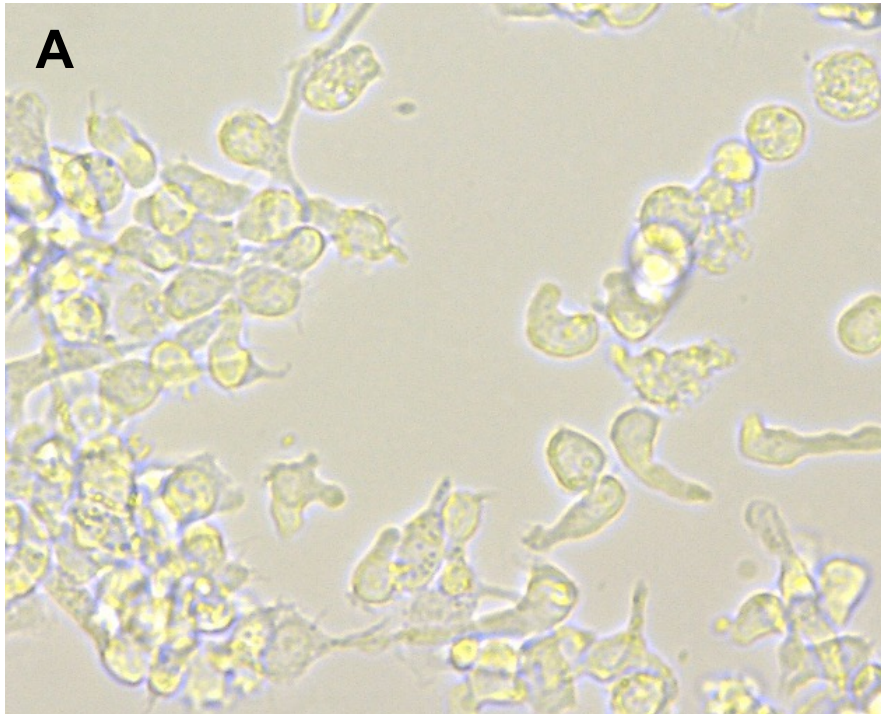

**DMSO**

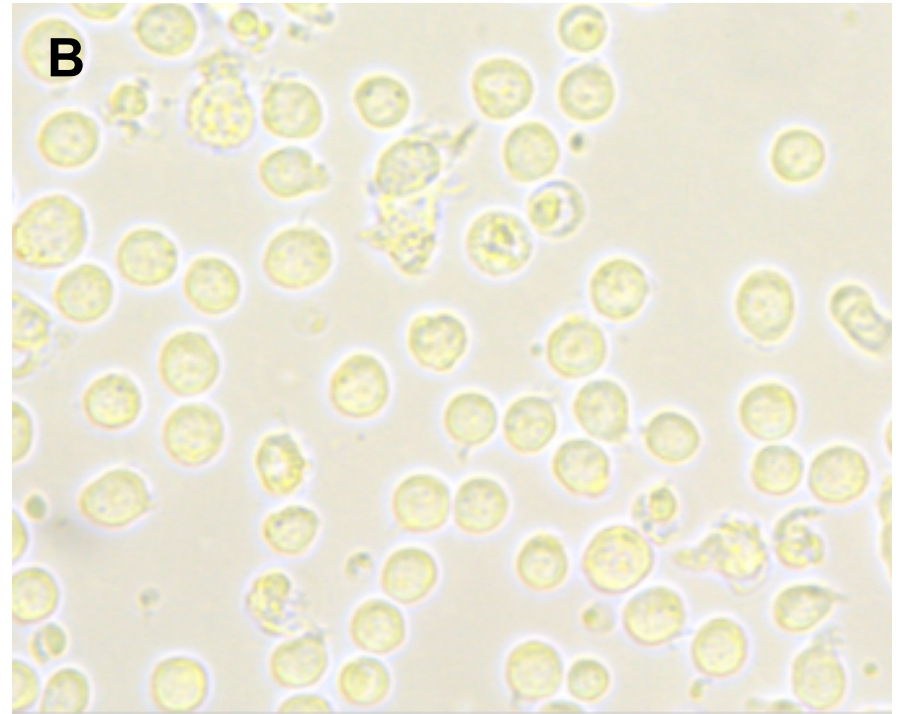

**Supplement:** Supplementary file 1 — Supporting Information

# Supplementary material for: Bimodal expression of RHOH during myelomonocytic differentiation: Implications for the expansion of AML differentiation therapy
**Source:** EJHaem. 2021 Jan 20;2(2):196–210. doi: 10.1002/jha2.128
**Supplement:** Supplementary file 2 — Supporting Information

## Supplemental Table 1

Tumour volumes (mm<sup>3</sup>) produced by subcutaneous injection of the cell lines OCI-Empty and OCI-RhoH into mice of the strain SHrN<sup>TM</sup> Hairless NOD.SCID

### 5 million cells injected

| OCI-Empty |       | OCI-RhoH |       |
|-----------|-------|----------|-------|
| Mouse 1   | 163.2 | Mouse 9  | 0     |
| Mouse 2   | 156.8 | Mouse 10 | 0     |
| Mouse 3   | 0     | Mouse 11 | 181.8 |
| Mouse 4   | 279.4 | Mouse 12 | 0     |
| Mouse 5   | 133.7 | Mouse 13 | 110.9 |
| Mouse 6   | 216.6 | Mouse 14 | 0     |
| Mouse 7   | 74.5  | Mouse 15 | 0     |
| Mouse 8   | 145.8 |          |       |

### 10 million cells injected

| OCI-Empty |         | OCI-RhoH |        |
|-----------|---------|----------|--------|
| Mouse 16  | 1145.8* | Mouse 21 | 95.2   |
| Mouse 17  | 68.4    | Mouse 22 | 121.4  |
| Mouse 18  | 156.5   | Mouse 23 | 0      |
| Mouse 19  | 163.1   | Mouse 24 | 535.7* |
| Mouse 20  | 460.2   | Mouse 25 | 0      |

### Ordered Data Set: OCI-Empty

0, 68.4, 74.5, 133.7, 145.8, 156.5, 156.8, 163.1, 163.2, 216.6, 279.4, 460.2, 1145.8\*

### Ordered Data Set: OCI-RhoH

0, 0, 0, 0, 0, 0, 0, 0, 95.2, 110.9, 121.4, 181.8, 535.7\*

\*Outlier values more than 1.5 times the interquartile range above the third quartile of their respective ordered data sets. These outlier values were not included in calculations of mean and standard error of the mean that are depicted in Figure 6.

There were no outlier values less than 1.5 times the interquartile range below the first quartile of the ordered data sets.

# Supplementary material for: Bimodal expression of RHOH during myelomonocytic differentiation: Implications for the expansion of AML differentiation therapy
**Source:** EJHaem. 2021 Jan 20;2(2):196–210. doi: 10.1002/jha2.128
**Supplement:** Supplementary file 3 — Supporting Information

## Supplemental References 1

### Table 1: Genes controlled by *RHOH* that regulate functions characteristic of mature myeloid cells

Consistent with the colour scheme of Table 1, genes down-regulated by *RHOH* are indicated by green text and genes up-regulated by *RHOH* are indicated by red text. Peer-reviewed publications have established a link between abnormal expression of each of these genes and the pathogenesis of AML.

#### ARNTL

Puram, R.V., Kowalczyk, M.S., de Boer, C.G., Schneider, R.K., Miller, P.G., McConkey, M., Tothova, Z., Tejero, H., Heckl, D., Järås, M., Chen, M.C., Li, H., Tamayo, A., Cowley, G.S., Rozenblatt-Rosen, O., Al-Shahrour, F., Regev, A. & Ebert, B.L. (2016) Core circadian clock genes regulate leukemia stem cells in AML. *Cell*, **165**, 303-316.

#### CD93

Iwasaki, M., Liedtke, M., Gentles, A.J. & Cleary, M.L. (2015) CD93 marks a non-quiescent human leukemia stem cell population and is required for development of MLL-rearranged acute myeloid leukemia. *Cell Stem Cell*, **17**, 412-421.

#### PRAM1

Lv, N., Qian, K., Liu, J., Wang, L.L., Li, Y.H. & Yu, L. (2018) Investigation of PRAM1 expression features and their clinical significance in AML via gene expression microarray database. *Zhongguo Shi Yan Xue Ye Xue Za Zhi*, **26**, 368-374.

#### PKC $\epsilon$

Gobbi, G., Mirandola, P., Carubbi, C., Micheloni, C., Malinverno, C., Lunghi, P., Bonati, A. & Vitale, M. (2009) Phorbol ester-induced PKCepsilon down-modulation sensitizes AML cells to TRAIL-induced apoptosis and cell differentiation. *Blood*, **113**, 3080-3087.

Di Marcantonio, D., Martinez, E., Sidoli, S., Vadaketh, J., Nieborowska-Skorska, M., Gupta, A., Meadows, J.M., Ferraro, F., Masselli, E., Challen, G.A., Milsom, M.D., Scholl, C., Fröhling, S., Balachandran, S., Skorski, T., Garcia, B.A., Mirandola, P., Gobbi, G., Garzon, R., Vitale, M. & Sykes, S.M. (2018) Protein kinase C epsilon is a key regulator of mitochondrial redox homeostasis in acute myeloid leukemia. *Clinical Cancer Research*, **24**, 608-618.

#### PKC $\zeta$

de Thonel, A., Bettaïeb, A., Jean, C., Laurent, G. & Quillet-Mary, A. (2001) Role of protein kinase C zeta isoform in Fas resistance of immature myeloid KG1a leukemic cells. *Blood*, **98**, 3770-3777.

#### TESC

Man, C.H., Lam, S.S., Sun, M.K., Chow, H.C., Gill, H., Kwong, Y.L. & Leung, A.Y. (2014) A novel tescalcin-sodium/hydrogen exchange axis underlying sorafenib resistance in FLT3-ITD+ AML. *Blood*, **123**, 2530-2539.

### **CDKN2C**

Tschan, M.P., Peters, U.R., Cajot, J.F., Betticher, D.C., Fey, M.F. & Tobler, A. (1999) The cyclin-dependent kinase inhibitors p18INK4c and p19INK4d are highly expressed in CD34+ progenitor and acute myeloid leukaemic cells but not in normal differentiated myeloid cells. *British Journal of Haematology*, **106**, 644-651.

Schwaller, J., Pabst, T., Koeffler, H.P., Niklaus, G., Loetscher, P., Fey, M.F. & Tobler, A. (1997) Expression and regulation of G1 cell-cycle inhibitors (p16INK4A, p15INK4B, p18INK4C, p19INK4D) in human acute myeloid leukemia and normal myeloid cells. *Leukemia*, **11**, 54-63.

### **DUSP5P1**

Zhou, L.Y., Yin, J.Y., Tang, Q., Zhai, L.L., Zhang, T.J., Wang, Y.X., Yang, D.Q., Qian, J., Lin, J. & Deng, Z.Q. (2015) High expression of dual-specificity phosphatase 5 pseudogene 1 (DUSP5P1) is associated with poor prognosis in acute myeloid leukemia. *International Journal of Clinical and Experimental Pathology*, **8**, 16073-16080.

### **FAT1**

Garg, M., Nagata, Y., Kanojia, D., Mayakonda, A., Yoshida, K., Haridas Keloth, S., Zang, Z.J., Okuno, Y., Shiraishi, Y., Chiba, K., Tanaka, H., Miyano, S., Ding, L.W., Alpermann, T., Sun, Q.Y., Lin, D.C., Chien, W., Madan, V., Liu, L.Z., Tan, K.T., Sampath, A., Venkatesan, S., Inokuchi, K., Wakita, S., Yamaguchi, H., Chng, W.J., Kham, S.K., Yeoh, A.E., Sanada, M., Schiller, J., Kreuzer, K.A., Kornblau, S.M., Kantarjian, H.M., Haferlach, T., Lill, M., Kuo, M.C., Shih, L.Y., Blau, I.W., Blau, O., Yang, H., Ogawa, S. & Koeffler, H.P. (2015) Profiling of somatic mutations in acute myeloid leukemia with FLT3-ITD at diagnosis and relapse. *Blood*, **126**, 2491-2501.

### **NKD2**

Li, X.X., Zhou, J.D., Zhang, T.J., Yang, L., Wen, X.M., Ma, J.C., Yang, J., Zhang, Z.H., Lin, J. & Qian, J. (2017) Epigenetic dysregulation of *NKD2* is a valuable predictor assessing treatment outcome in acute myeloid leukemia. *Journal of Cancer*, **8**, 460-468.

### **RPS3a**

Hu, Z.B., Minden, M.D., McCulloch, E.A. & Stahl, J. (2000) Regulation of drug sensitivity by ribosomal protein S3a. *Blood*, **95**, 1047-1055.

### **SNHG5**

Li, J. & Sun, C.K. (2018) Long noncoding RNA SNHG5 is up-regulated and serves as a potential prognostic biomarker in acute myeloid leukemia. *European Review for Medical and Pharmacological Sciences*, **22**, 3342-3347.

Wang, D., Zeng, T., Lin, Z., Yan, L., Wang, F., Tang, L., Wang, L., Tang, D., Chen, P. & Yang, M. (2020) Long non-coding RNA SNHG5 regulates chemotherapy resistance through the miR-32/DNAJB9 axis in acute myeloid leukemia. *Biomédecine & Pharmacothérapie*, **123**, 109802.

## Supplemental References 2

### Figure 5: Regulators of Cdc42 and Wnt signalling controlled by *RHOH*

Particular pairs of proteins that peer-reviewed publications have linked in Cdc42 and/or Wnt signalling are indicated by coloured text. Consistent with the colour scheme of Figure 5, core components of Cdc42 and Wnt signalling are indicated by blue text, agonists down-regulated by *RHOH* are indicated by green text and antagonists up-regulated by *RHOH* are indicated by red text.

#### Dvl / PKC $\zeta$

Velázquez, D.M., Castañeda-Patlán, M.C. & Robles-Flores, M. (2017) Dishevelled stability is positively regulated by PKC $\zeta$ -mediated phosphorylation induced by Wnt agonists. *Cellular Signalling*, **35**,107-117.

#### Par6 / PKC $\zeta$

Noda, Y., Takeya, R., Ohno, S., Naito, S., Ito, T. & Sumimoto, H. (2001) Human homologues of the *Caenorhabditis elegans* cell polarity protein PAR6 as an adaptor that links the small GTPases Rac and Cdc42 to atypical protein kinase C. *Genes to Cells*, **6**,107-119.

Kim, S.K. (2000) Cell polarity: new PARTners for Cdc42 and Rac. *Nature Cell Biology*, **2**, E143-E145.

Qiu, R.G., Abo, A. & Martin, G.S. (2000) A human homolog of the *C. elegans* polarity determinant Par-6 links Rac and Cdc42 to PKC $\zeta$  signaling and cell transformation. *Current Biology*,**10**, 697-707.

Lin, D., Edwards, A.S., Fawcett, J.P., Mbamalu, G., Scott, J.D. & Pawson, T. A. (2000) Mammalian PAR-3-PAR-6 complex implicated in Cdc42/Rac1 and  $\alpha$ PKC signalling and cell polarity. *Nature Cell Biology*, **2**, 540-547.

Joberty, G., Petersen, C., Gao, L. & Macara, I.G. (2000) The cell-polarity protein Par6 links Par3 and atypical protein kinase C to Cdc42. *Nature Cell Biology*, **2**, 531-539.

#### Borg 5 / PKC $\zeta$

Farrugia, A.J. & Calvo, F. (2016) The Borg family of Cdc42 effector proteins Cdc42EP1-5. *Biochemical Society Transactions*, **44**, 1709-1716.

#### CDC42 / Borg 5 & Borg 2

Joberty, G., Perlungher, R.R. & Macara, I.G. (1999) The Borgs, a new family of Cdc42 and TC10 GTPase-interacting proteins. *Molecular and Cellular Biology*, **19**, 6585-6597.

Cohen, S., Kovari, D.T., Wei, W., Keate, R., Curtis, J.E. & Nie, S. (2018) Cdc42 regulates the cellular localization of Cdc42ep1 in controlling neural crest cell migration. *Journal of Molecular and Cellular Biology*, **10**, 376-387.

Farrugia, A.J. & Calvo, F. (2017) Cdc42 regulates Cdc42EP3 function in cancer-associated fibroblasts. *Small GTPases*, **8**, 49-57.

### **Septin 7 / Borg 5 & Borg 2**

Farrugia, A.J. & Calvo, F. (2016) The Borg family of Cdc42 effector proteins Cdc42EP1-5. *Biochemical Society Transactions*, **44**, 1709-1716.

### **Septin 7 / Septin 11**

Nagata, K., Asano, T., Nozawa, Y. & Inagaki, M. (2004) Biochemical and cell biological analyses of a mammalian septin complex, Sept7/9b/11. *Journal of Biological Chemistry*, **279**, 55895-55904.

### **c-Met / Septin 11**

Mostowy, S., Janel, S., Forestier, C., Roduit, C., Kasas, S., Pizarro-Cerdá, J., Cossart, P. & Lafont, F. (2011) A role for septins in the interaction between the *Listeria monocytogenes* invasion protein InlB and the Met receptor. *Biophysical Journal*, **100**, 1949-1959.

### **CDC42 / PICK1**

Rocca, D.L. & Hanley, J.G. (2015) PICK1 links AMPA receptor stimulation to Cdc42. *Neuroscience Letters*, **585**, 155-159.

### **Dvl / NKD2**

Hu, T., Li, C., Cao, Z., Van Raay, T.J., Smith, J.G., Willert, K., Solnica-Krezel, L. & Coffey, R.J. (2010) Myristoylated Naked2 antagonizes Wnt-beta-catenin activity by degrading Dishevelled-1 at the plasma membrane. *Journal of Biological Chemistry*, **285**, 13561-13568.

### **Dvl & $\beta$ -Catenin / RMRP**

Sun, X., Zhang, R., Liu, M., Chen, H., Chen, L., Luo, F., Zhang, D., Huang, J., Li, F., Ni, Z., Qi, H., Su, N., Jin, M., Yang, J., Tan, Q., Du, X., Chen, B., Huang, H., Chen, S., Yin, L., Xu, X., Deng, C., Luo, L., Xie, Y. & Chen, L. (2019) Rmrp mutation disrupts chondrogenesis and bone ossification in zebrafish model of cartilage-hair hypoplasia via enhanced Wnt/ $\beta$ -catenin signaling. *Journal of Bone and Mineral Research*, **34**, 2101-2116.

### **Dvl & $\beta$ -Catenin / BMAL1**

Guo, B., Chatterjee, S., Li, L., Kim, J.M., Lee, J., Yechoor, V.K., Minze, L.J., Hsueh, W. & Ma, K. (2012) The clock gene, brain and muscle Arnt-like 1, regulates adipogenesis via Wnt signaling pathway. *FASEB Journal*, **26**, 3453-3463.

### **$\beta$ -Catenin / TBL1X & TBL1Y**

Dimitrova, Y.N., Li, J., Lee, Y.T., Rios-Esteves, J., Friedman, D.B., Choi, H-J., Weis, W.I., Wang, C-H. & Chazin, W.J. (2010) Direct ubiquitination of beta-catenin by Siah-1 and regulation by the exchange factor TBL1. *Journal of Biological Chemistry*, **285**, 13507-13516.

Li, J. & Wang, C.Y. (2008) TBL1-TBLR1 and beta-catenin recruit each other to Wnt target-gene promoter for transcription activation and oncogenesis. *Nature Cell Biology*, **10**, 160-169.

Choi, H.K., Choi, K.C., Yoo J.Y., Song, M., Ko, S.J., Kim, C.H., Ahn, J-H., Chun, K-H., Yook, J.I. & Yoon, H-G. (2011) Reversible SUMOylation of TBL1-TBLR1 regulates  $\beta$ -catenin-mediated Wnt signaling. *Molecular Cell*, **43**, 203-216.

### **β-Catenin / FAT1**

Morris, L.G., Kaufman, A.M., Gong, Y., Ramaswami, D., Walsh, L.A., Turcan, S., Eng, S., Kannan, K., Zou, Y., Peng, L., Banuchi, V.E., Paty, P., Zeng, Z., Vakiani, E., Solit, D., Singh, B., Ganly, I., Liao, L., Cloughesy, T.C., Mischel, P.S., Mellinghoff, I.K. & Chan, T.A. (2013) Recurrent somatic mutation of FAT1 in multiple human cancers leads to aberrant Wnt activation. *Nature Genetics*, **45**, 253-261.

### **Dvl / FOXK1**

Wang, W., Li, X., Lee, M., Jun, S., Aziz, K.E., Feng, L., Tran, M.K., Li, N., McCrea, P.D., Park, J.-II. & Chen, J. (2015) FOXKs promote Wnt/β-catenin signaling by translocating DVL into the nucleus. *Developmental Cell*, **32**, 707-718.

Ji, Z.G., Jiang, H.T. & Zhang, P.S. (2018) FOXK1 promotes cell growth through activating wnt/β-catenin pathway and emerges as a novel target of miR-137 in glioma. *American Journal of Translational Research*, **10**, 1784-1792.

### **FOXK1 / SRF**

Freddie, C.T., Ji, Z., Marais, A. & Sharrocks, A.D. (2007) Functional interactions between the Forkhead transcription factor FOXK1 and the MADS-box protein SRF. *Nucleic Acids Research*, **35**, 5203-5212.

### **β-Catenin / SRF**

Choi, H.N., Kim, K.R., Lee, J.H., Park, H.S., Jang, K.Y., Chung, M.J., Hwang, S.E., Yu, H.C. & Moon, W.S. (2009) Serum response factor enhances liver metastasis of colorectal carcinoma via alteration of the E-cadherin/beta-catenin complex. *Oncology Reports*, **21**, 57-63.

### **CDC42 / SRF**

Hill, C.S., Wynne, J. & Treisman, R. (1995) The Rho family GTPases RhoA, Rac1, and CDC42Hs regulate transcriptional activation by SRF. *Cell*, **81**, 1159-1170.

Reymond, N., Im, J.H., Garg, R., Vega, F.M., Borda d'Agua, B., Riou, P., Cox, S., Valderrama, F., Muschel, R.J. & Ridley, A.J. (2012) Cdc42 promotes transendothelial migration of cancer cells through β1 integrin. *Journal of Cell Biology*, **199**, 653-668.

Hao, S., Kurosaki, T. & August, A. (2003) Differential regulation of NFAT and SRF by the B cell receptor via a PLCgamma-Ca(2+)-dependent pathway. *EMBO Journal*, **22**, 4166-4177.

### **PKC ε / SRF**

Soh, J.W., Lee, E.H., Prywes, R. & Weinstein, I.B. (1999) Novel roles of specific isoforms of protein kinase C in activation of the c-fos serum response element. *Molecular and Cellular Biology*, **19**, 1313-1324.

### **β-Catenin / PKC ε**

Duong, M., Yu, X., Teng, B., Schroder, P., Haller, H., Eschenburg, S. & Schiffer, M. (2017) Protein kinase C ε stabilizes β-catenin and regulates its subcellular localization in podocytes. *Journal of Biological Chemistry*, **292**, 12100-12110.

**IQGAP1 / PKC  $\epsilon$**

Grohmanova, K., Schlaepfer, D., Hess, D., Gutierrez, P., Beck, M. & Kroschewski, R. (2004) Phosphorylation of IQGAP1 modulates its binding to Cdc42, revealing a new type of rho-GTPase regulator. *Journal of Biological Chemistry*, **279**, 48495-48504.

## Supplemental References 3

### Figure 7: Nucleotide sequence of the P3 promoter of the human *RHOH* gene

Potential binding sites for the transcription factor proteins c-Myc, E2F1, HIF1, LEF1 and SRY were identified in the P3 promoter of the human *RHOH* gene using the computer program PROMO (Messegueur *et al*, 2002; Farré *et al*, 2003). Peer-reviewed publications demonstrate that each of these transcription factors is regulated by Wnt and/or Cdc42 signalling.

#### c-Myc

He, T.C., Sparks, A.B., Rago, C., Hermeking, H., Zawel, L., da Costa, L.T., Morin, P.J., Vogelstein, B. & Kinzler, K.W. (1998) Identification of c-MYC as a target of the APC pathway. *Science*, **281**, 1509-1512.

#### E2F1

Yu, S., Yerges-Armstrong, L.M., Chu, Y., Zmuda, J.M. & Zhang, Y. (2013) E2F1 effects on osteoblast differentiation and mineralization are mediated through up-regulation of frizzled-1. *Bone*, **56**, 234-241.

Abramova, M.V., Zatulovskiy, E.A., Svetlikova, S.B., Kukushkin, A.N. & Pospelov, V.A. (2010) e2f1 gene is a new member of Wnt/beta-catenin/Tcf-regulated genes. *Biochemical and Biophysical Research Communications*, **391**, 142-146.

Zhou, F., Zhang, L., Gong, K., Lu, G., Sheng, B., Wang, A., Zhao, N., Zhang, X. & Gong, Y. (2008) LEF-1 activates the transcription of E2F1. *Biochemical and Biophysical Research Communications*, **365**, 149-153.

#### HIF1

Xue, Y., Bi, F., Zhang, X., Zhang, S., Pan, Y., Liu, N., Shi, Y., Yao, X., Zheng, Y. & Fan, D. (2006) Role of Rac1 and Cdc42 in hypoxia induced p53 and von Hippel-Lindau suppression and HIF1alpha activation. *International Journal of Cancer*, **118**, 2965-2972.

#### LEF1

Santiago, L., Daniels, G., Wang, D., Deng, F.M. & Lee, P. (2017) Wnt signaling pathway protein LEF1 in cancer, as a biomarker for prognosis and a target for treatment. *American Journal of Cancer Research*, **7**, 1389-1406.

Clevers, H. & van de Wetering, M. (1997) TCF/LEF factor earn their wings. *Trends in Genetics*, **13**, 485-489.

MacDonald, B.T., Tamai, K. & He, X. (2009) Wnt/beta-catenin signaling: components, mechanisms, and diseases. *Developmental Cell*, **17**, 9-26.

Filali, M., Cheng, N., Abbott, D., Leontiev, V. & Engelhardt, J.F. (2002) Wnt-3A/beta-catenin signaling induces transcription from the LEF-1 promoter. *Journal of Biological Chemistry*, **277**, 33398-33410.

Hovanes, K., Li, T.W., Munguia, J.E., Truong, T., Milovanovic, T., Marsh, J.L., Holcombe, R.F. & Waterman, M.L. (2001) Beta-catenin-sensitive isoforms of lymphoid enhancer factor-1 are selectively expressed in colon cancer. *Nature Genetics*, **28**, 53-57.

## **SRY**

Jordan, B.K., Mohammed, M., Ching, S.T., Délot, E., Chen, X.N., Dewing, P., Swain, A., Rao, P.N., Elejalde, B.R. & Vilain, E. (2001) Up-regulation of WNT-4 signaling and dosage-sensitive sex reversal in humans. *American Journal of Human Genetics*, **68**, 1102-1109.

Mizusaki, H., Kawabe, K., Mukai, T., Ariyoshi, E., Kasahara, M., Yoshioka, H., Swain, A. & Morohashi, K. (2003) Dax-1 (dosage-sensitive sex reversal-adrenal hypoplasia congenita critical region on the X chromosome, gene 1) gene transcription is regulated by wnt4 in the female developing gonad. *Molecular Endocrinology*, **17**, 507-519.

How the deposited data were processed for this re-analysis (not part of the article)

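Gene expression was measured in RNA of OCI-RhoH and OCI-Empty on 4 two-color Agilent arrays of 1 slide, each hybridized with RNA of both lines. Cy5 marked OCI-Empty on arrays 1 and 3 and OCI-RhoH on arrays 2 and 4. The labels number 4 RNA samples per line and the paper states 2 per line studied by dye swap without naming the arrays that share RNA, so each array entered as 1 observation, and both possible pairings into 2 samples per line were tried as alternatives. All arrays share 1 slide and 1 scan, so there was no slide or scan batch to test. The other experiments of the paper were not analysed here.

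For each array the authors deposited the output of Feature Extraction 10.7.3.1. According to the methods and the file headers, the deposited intensity values, the processed red and green signals, had been corrected for background and for dye differences by LOWESS within the array with that software. The authors' files also hold the log10 ratio of red over green, which the software sets to 0 where neither channel is significant, and the p-value that its error model gives to each deposited log10 ratio. Median foreground and background intensities before correction were deposited as well. The deposited table of the whole series holds processed green intensities only, and each of its columns equals the green channel of the scanner file of another sample, in reverse sample order, so it was not used for any ratio. The array design is annotated to hg19 (GRCh37).

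From the processed signals, log2 ratios were computed and turned to the RNA labelled OCI-RhoH over the RNA labelled OCI-Empty on every array. Control spots (1377 per array) and spots marked as non-uniformity or population outliers in either channel were left out, saturated spots would have been kept (0 occurred), and spots of the same probe were averaged. A probe counted as well above background in a channel if at least a share of 0.5 of its spots did. Of 34127 probes, 19796 were well above background on all 4 arrays for at least 1 line and were tested, and 14331 were not. The ratios were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading the files. Adjusted p values are Benjamini-Hochberg values over all probes tested, and significant means an adjusted p below 0.05. The prior degrees of freedom were 3.56. The files give a transcript accession for each probe and no coordinates. Accessions without their versions were paired with current gene symbols through the RefSeq genes of GRCh38.p14, for names only, and 26378 of 34127 probes received one. The probe that the files name lnc-MYO10-1 was taken as *BASP1-AS1* because the paper equates the names. For a gene with several probes, the tested probe with the highest mean signal was used. No probe named here was dim on every array of a line.

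The genes named are all genes the paper names for this comparison (*RHOH*, those of Table 1 and Figure 5, *BASP1-AS1*, *SNHG5*, *BASP1*, and *CD93*, *ITGAM* and *JUND*, whose proteins are shown in Figure 4C) and the 5 largest rises and 5 largest falls among significant probes with a gene symbol and the same sign on all 4 arrays. Genes named outside this rule are said to have been chosen after their values were seen. Lists of 16 Wnt target genes, 21 SRF target genes and 21 macrophage genes, written before the data were examined, were tested with limma's fry, and with camera at a preset correlation of 0.01 as an alternative. The p values of the lists were adjusted (Benjamini-Hochberg) over the lists tested together, a step added after the unadjusted values were seen. A list of small RNAs was tested with them by fry.

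The processing above and the alternatives were set before the data were examined. The alternatives were normexp background correction (offset 50) with loess in place of the authors' processing, no filter on dim probes, a filter requiring both channels on all arrays, keeping outlier spots, a dye term, the 2 pairings of arrays as dye swaps, the channels as separate samples without the replicate block, a variance trend on the mean signal in eBayes, leaving out each array, the methods' t-test in several forms, the software's own p-value, thresholds on fold change of 2 and 1.5, and other choices of probe. A first run of the variance trend had taken the mean log ratio of a probe in place of its mean signal by mistake and was replaced. The offset of the normexp alternative draws the ratios of dim probes toward 0 by construction. That alternative used median foreground intensities, because the files hold no mean foreground. An alternative using log ratios of the series table was not run, because that table holds green signals only. Both RNAs of an array share its hybridization, which is the source of the pairing by array. Deviations of the lines from their means correlated by 0.04, -0.14, -0.38 and 0.36 within arrays 1 to 4, and by -0.33 to 0.54 between different arrays.

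The scripts were tested on simulated data with the 19796 probes of the comparison of OCI-RhoH with OCI-Empty, 200 of them changed. Of 100 probes changed by at least 2 on the log2 scale, 96 were recovered, as were 36 of 50 changed by 1 and 4 of 50 changed by 0.5. Of 145 probes found significant, 9 had not been changed. The fry step found 61 of 1000 unchanged lists and 20 of 20 shifted lists at an unadjusted p below 0.05. No depth of counts applies to arrays, and the number of arrays limits the precision.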

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

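The tests of array directions and of exchanged lines were chosen after the result was seen, and the alternatives named here were set before the data were examined.

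The log2 ratio of *SYNJ2BP*, a gene of Table 1, was 1.22 on array 2 and between 0.65 and 0.70 on the other arrays. The gap between array 2 and the nearest other array, divided by the range, was 0.921, above Dixon's critical value for 4 values at the 0.05 level. For *MEI1* the same measure was 0.943, with -2.83 on array 4 and -2.73 on each of the others. These were 2 of 61 groups of 4 values examined, and chance alone places about 1 in 20 groups above the critical value. For *SYNJ2BP* the mean was 0.81, and it was 0.67 without replicate 2 (array 2). For *MEI1* the distance is small against its mean of -2.76. No technical explanation specific to either probe was tested, and no biological explanation was tested, since the labels give no difference between arrays of the same line other than the dye.

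Among the 37 genes with a significant probe, 18 are not listed in Table 1. Outside Table 1 the paper's text names *BASP1-AS1* from these arrays and none of the 18. They may be among the paper's 72 transcripts, which was not tested. The count here was 48, and with the arrays as dye swaps it was 68 when arrays 1 and 4, and 2 and 3, were paired and 4 when arrays 1 and 2, and 3 and 4, were. The 18 were chosen for this listing after their values were seen. Lower in the RNA labelled OCI-RhoH were *MEI1*, *S100A16*, *C8orf88*, *LILRA2*, *TYRP1*, *EXO5*, *ALPK3*, *TMEM255A* and *ZNF701*. Higher were *DDAH1*, *TPD52L1*, *TBC1D8B*, *UBL4B*, *CDK6-AS1*, *RNU2-1*, *SNORA73A*, *SNORA73B* and *SNORD3B-1*. The largest rise was that of *DDAH1*, with a log2 ratio of 3.43, and the largest fall that of *MEI1*, at -2.76. Both had the same sign on 4 of 4 arrays, and *MEI1* differed between arrays by an SD of only 0.05. *DDAH1* was well above background for the RNA labelled OCI-Empty on 1 of 4 arrays, and its log2 ratio was 0.85 with normexp and loess, where the offset of 50 draws the ratios of dim probes toward 0 by construction.

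Against a dye effect as the source of these changes, *MEI1* and *DDAH1* kept their direction on arrays of both dye orientations. With a dye term 33 probes were significant, 29 of them among the 48, and 19 of the 48 were not. The dye term itself was significant for 0 probes (limma, 2125 at an unadjusted p below 0.05). A count over turned arrays cannot exclude chance as the source of a total of 48 probes. Of the 8 ways to turn the direction of whole arrays, counting a turn and its mirror once, 2 gave at least 48 significant probes, the labelled directions with 48 and those with array 3 turned with 82, while the other 6 gave 0, and the share cannot fall below 1 of 8. The count does not bear on single genes such as *MEI1*, at -2.76 ± 0.05 (SD, n = 4 arrays). A difference between the lines that follows from *RHOH* and one that arose in the separate transfection and selection of a single line for each plasmid cannot be told apart, because the design has 1 line per plasmid. An exchange of the lines on every array would turn the direction of all these genes and leave their sizes. It was tested on *RHOH*, which would then be higher in OCI-RhoH on 3 of 4 arrays.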

How the results depend on the processing

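All alternatives were set before the data were examined, and none was added later. The cause of a change in a count was not tested except where the construction is stated.

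The 48 significant probes kept the sign of their mean log2 ratio under every alternative in which they were tested. Most alternatives could not have changed it, since each probe had the same sign on all 4 arrays or the same mean was reused. Only normexp with loess and keeping outlier spots could have done so. The significance of the 48 did not hold under all alternatives. The number of significant probes was 6 with no filter on dim probes, where 34113 probes were tested, and 4 with arrays 1 and 2, and 3 and 4, averaged as dye swaps. Averaging the arrays in pairs leaves 2 samples. It was 37 with normexp and loess, 37 with both channels well above background, 48 with outlier spots kept, 33 with a dye term, 60 with a variance trend on the mean signal in eBayes, 68 with arrays 1 and 4, and 2 and 3, as dye swaps, and 33 counted as genes. The methods' t-test gave 2323 probes on the log ratios and 2537 on the channel signals, 4 and 34 after Benjamini-Hochberg adjustment, 59 with a 2-fold change and 204 with a 1.5-fold change. The software's own p gave 110, and limma's with a 2-fold change 34. Leaving out each array in turn gave 11 to 325 probes. The 325 were found without replicate 3 (224 lower and 101 higher, and the 48 all among them), and 11, 15 and 12 without replicates 1, 2 and 4.

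Treating the channels as separate samples, with no replicate block, gave 134 significant probes, 41 of them among the 48. With this fit 32 genes of Table 1 and 13 transcripts of Figure 5 were significant. Both RNAs of an array share its hybridization, while deviations of the lines from their means correlated by -0.38 to 0.36 within arrays, so that array numbers did not pair the samples beyond the shared hybridization.

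For Table 1, 17 genes were significant in the direction of the paper. The number was 2 with no filter, 11 with a dye term, 1 with arrays 1 and 2, and 3 and 4, as dye swaps, and 24 with a variance trend. It was 39 by either form of the methods' t-test, 1 and 9 after Benjamini-Hochberg adjustment, 37 with a 1.5-fold change, 32 by the software's p and 10 by limma with a 2-fold change. Without 1 replicate it ranged from 3 to 32, with 3, 6 and 3 without replicates 1, 2 and 4 and 32 without replicate 3. For Figure 5, 6 transcripts were significant. The number was 1 with no filter, 3 with a dye term, 0 with arrays 1 and 2, and 3 and 4, as dye swaps, and 11 with a variance trend. It was 14 by either form of the methods' t-test, 0 after adjustment on the log ratios, 14 with a 1.5-fold change and 13 by the software's p. Without 1 replicate it ranged from 1 to 13, with 13 without replicate 3 and 1 without any other.

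*RHOH* kept a negative mean under every alternative, from -0.88 (without replicate 3) to -0.10 (without replicate 2), and was significant under none of them, with limma adjusted p values from 0.0746 to 0.969. *BASP1-AS1* stayed lower, from -0.78 to -0.61 without 1 replicate and -0.24 with normexp and loess, and was not significant under any limma alternative (adjusted p 0.0603 to 0.552). *SNHG5* stayed higher, from 0.67 to 0.77 without 1 replicate. At 0.72 it lost significance with no filter (limma adjusted p = 0.466), a dye term (0.0903) and either pairing of arrays (0.388 and 0.0558), and the adjusted p ranged from 0.0179 to 0.466 over all alternatives. Over the 49 named genes and 667 values, 514 kept direction and side of the threshold, 100 lost significance, 49 gained it and 4 changed sign. The changes of sign were those of *HEPIS*, at 0.0233 without replicate 1 and 0.40 as a mean over its probes, *RPS3a*, at -0.0465 without replicate 1, and *JUND*, at -0.0354 without replicate 3. Without 1 replicate the ranges were -0.0779 to 0.0233, -0.0465 to 0.0735 and -0.0354 to 0.24.

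The median of the Wnt target genes was -0.0102 with no filter and -0.0278 without replicate 1, with a range of -0.0278 to 0.0639 without 1 replicate. With arrays 1 and 4, and 2 and 3, as dye swaps it was 0.0309 (limma's fry, adjusted p = 0.00894), which averaging in pairs cannot change. This median lies above 0, whereas the hypothesis was that Wnt target genes are lower. That pairing joins arrays 2 and 3, where 81.2% of the probes changed at least 2-fold on both went in opposite directions. Over all alternatives the adjusted p ranged from 0.00894 to 0.99. The SRF median, also fixed by construction, was -0.0123 with that pairing (limma's fry, adjusted p = 0.0606, below 0.05 only before adjustment). Its adjusted p ranged from 0.0606 to 0.99 over all alternatives. The SRF median ranged from -0.0972 to -0.0252 and the macrophage median from -0.11 to -0.0249 without 1 replicate. The alternative with log ratios of the series table was not run, because the table holds green signals only. Smaller ratios of dim probes with normexp and loess, as for *DDAH1* (0.85) and *TPD52L1* (0.34), follow in part from the construction of that alternative, whose offset of 50 draws them toward 0. Signal over background limits what can be read from such probes.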

Differences from the paper's values

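The alternatives named here were set before the data were examined, and the values compared are counts of genes or transcripts.

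Of the paper's 42 genes of Table 1, 17 were significant in the direction of the paper. The count came within 1.5 times the paper's by the methods' t-test at a p of 0.05 or less, with 39 on the log ratios and 39 on the channel signals, by the same test with a change of at least 1.5-fold (37), by the software's own p on all 4 arrays (32), with no replicate block (32) and without replicate 3 (32). It did not under the other 16 processing and test alternatives, where it lay between 1 and 24, or with the mean over all probes of a gene (17) or any of its probes (19).

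Of the paper's 12 italicized genes, 7 were significant. The count was within 1.5 times the paper's with normexp and loess (8), with both channels well above background (9), with a variance trend (9), with no replicate block (11), without replicate 3 (10), by either form of the methods' t-test (11), by that test with a 1.5-fold change (11) and by the software's p (10). Under the other alternatives it lay between 0 and 7.

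Of the paper's 13 transcripts of Figure 5 that encode proteins, 6 were significant, 4 of the paper's 9 down-regulated and 2 of the paper's 4 up-regulated ones. All 13 were significant by either form of the methods' t-test at a p of 0.05 or less and by that test with a 1.5-fold change, 12 with no replicate block, without replicate 3 and by the software's p, and 10 with a variance trend. Under the other alternatives the count lay between 0 and 8. For the down-regulated transcripts, the alternatives that gave 13 or 12 over all gave 9 or 8, 6 were reached with both channels well above background, with a variance trend and with arrays 1 and 4, and 2 and 3, as dye swaps, and the others gave between 0 and 4. For the up-regulated transcripts, the alternatives that gave 13, 12 or 10 over all gave 4, and the others gave between 0 and 2. *RMRP* was not significant here (limma adjusted p = 0.0533). It was significant with normexp and loess, with both channels well above background, with a variance trend, with arrays 1 and 4, and 2 and 3, as dye swaps, with no replicate block, without replicate 3, by both forms of the methods' t-test at a p of 0.05 or less, by that test with a 1.5-fold change, by the form on channel signals after Benjamini-Hochberg adjustment, and by the software's p.

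The paper's number of significant transcripts is 72, defined by a Student's t-test p of 0.05 or less. Here 48 probes had a limma adjusted p below 0.05, which is within 1.5 times. The criteria are unlike, so this closeness is no agreement. At a p of 0.05 or less, the methods' t-test gave 2323 probes on the log ratios and 2537 on the channel signals. The alternative that came nearest was arrays 1 and 4, and 2 and 3, as dye swaps, with 68, whereas the other pairing gave 4, and no alternative gave 72. The pairing with 68 joins arrays 2 and 3, where 81.2% of the probes changed at least 2-fold on both went in opposite directions. In the other pairing the share was 58.2% for arrays 3 and 4. The count of 68 is thus no evidence for that pairing.

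The paper describes OCI-RhoH as stably expressing *RHOH* and reports, by Western blotting, more RhoH protein in it than in OCI-Empty. The arrays measured mRNA and not protein, in separate RNA samples. There the log2 ratio of *RHOH*, labelled OCI-RhoH over labelled OCI-Empty, was -0.38 (limma adjusted p = 0.677), with a value above 0 on 1 of 4 arrays. Whether the probe of *RHOH* reads the transcript of the plasmid was not tested. Of the 41 genes of Table 1 with a probe, 40 had their mean in the direction of the paper. The exception was *HEPIS*, listed as up-regulated, with -0.04 for the brighter of 2 probes that carry this older name. The other probe, of *IFTAP*, had 0.84. It was significant with a variance trend, with no replicate block and without replicate 3. It was also significant by both forms of the methods' t-test at a p of 0.05 or less, by that test with a 1.5-fold change and by the software's p. *RPS3a*, listed as up-regulated, had 0.03 and a value above 0 on 2 of 4 arrays, and was significant under no alternative.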

Other observations

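The tests of exchanged lines, of dye bias, of uneven spots, of array directions and of paired RNA samples were chosen after the results were seen, as were the direction tested for macrophage genes and the count of 24 small RNAs. The tests of a noisier array, of small non-coding RNAs and of the Wnt and SRF target genes were written before.

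*RHOH* mRNA had ratios of both signs, at -1.12, -1.21 and -0.33 on arrays 1, 2 and 4 and 1.14 on array 3. The mean log2 signal of the RNA labelled OCI-RhoH was 7.68, 7.76, 8.84 and 7.84 on arrays 1 to 4, and that of OCI-Empty 8.80, 8.97, 7.70 and 8.17. Uneven spots are argued against by the largest SD between spots of the probe on 1 array, 0.0659. Dye bias is argued against by arrays 1 and 3, which share their dye orientation and differ by 2.26. An exchange of the lines on all 4 arrays would leave *RHOH* higher in OCI-RhoH on 3 arrays and lower on the fourth, so it cannot account for both signs. An exchange of the lines on arrays 1, 2 and 4 would give *RHOH* ratios of 1.12, 1.21, 1.14 and 0.33, but it would give *CD93* 3.14, 3.32, -2.67 and 3.30 and *MEI1* 2.73, 2.73, -2.73 and 2.83.

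The same split was found across probes. On arrays 1 and 2, 255 probes changed at least 2-fold on both and 4 of them in opposite directions. For arrays 1 and 3 there were 182, of which 146 (80.2%) went in opposite directions, for arrays 2 and 3 177 of 218 (81.2%), for arrays 3 and 4 64 of 110 (58.2%), for arrays 1 and 4 4 of 117, and for arrays 2 and 4 0 of 151. Examples chosen after their values were seen are *S100A8*, at -4.38, -4.26, 2.95 and -1.45 on arrays 1 to 4, *MMP9*, at -4.21, -4.24, 2.32 and -1.30, and *CD14*, at -3.26, -3.41, 2.29 and -1.39, and in the other direction *HS3ST4*, at 2.85, 2.85, -1.27 and 1.39, and *FLT3*, at 1.45, 1.46, -0.74 and 0.59. None of the 5 was significant. The log2 signal of *S100A8* was 12.5, 13.3, 17.6 and 14.5 in the RNA labelled OCI-RhoH and 16.9, 17.6, 14.6 and 16.0 in that labelled OCI-Empty.

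Several technical explanations of this split were tested. Dye bias is argued against by the 146 probes that went in opposite directions on arrays 1 and 3 in the same dye orientation. A noisier array 3 is argued against by the spread between spots, with a median SD of 0.0411 on array 3 and 0.0416, 0.0392 and 0.0469 on arrays 1, 2 and 4. An exchange of the lines on array 3 alone is argued against as the whole cause by genes that kept their direction there. Of 325 probes significant on arrays 1, 2 and 4 alone, 151 had the same sign on array 3 and 174 the opposite one, and of those changed at least 2-fold on array 3, 38 went in the same direction and 73 in the opposite one. This comparison was first read by the share of the same sign, 46.5%, which is what a mixture would give, and then by the count of 2-fold changes, and an exchange leaves no room for 38. Since *RHOH* is one of the probes of this split, the same count of 38 bears on its ratio. The paper's description of 2 RNA samples per line, each dye-swapped on 2 arrays, requires a pairing in which both pairs of arrays match, and in the better pairing the worse pair still held 58.2% opposite changes. What stays open is a difference between the cultures or RNA samples, which the labels do not describe. A candidate explanation is that a group of genes that includes *S100A8*, *CD14* and *RHOH* differed between cultures of the same line, while genes such as *CD93*, *MEI1* and *NKD2* differed between the lines. No biological explanation was tested, because the labels name no condition that differs between the arrays, and a mixed or replaced RNA sample stays open too.

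Of the 8 ways to turn whole arrays, 2 gave at least as many significant probes as the labels, and the larger count, 82, came from turning array 3 alone, whereas the turn that follows the dye gave 0 (limma). The other 6 gave 0. With 4 arrays, chance cannot be excluded by this count.

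Small nucleolar, small nuclear and related RNAs were mostly higher in the RNA labelled OCI-RhoH, 26 of 29 tested, with a median log2 ratio of 0.27 compared with 0.0159 for all probes. *SNORA73A* (0.94, limma adjusted p = 0.0377) and *RNU2-1* (0.88, limma adjusted p = 0.0488) were significant and higher on 4 of 4 arrays, as were dimmer probes of *SNORA73B* and *SNORD3B-1*. All were chosen after their values were seen. Without *SNORA73A*, *RNU2-1* and *RMRP*, the other 26 had a median of 0.21, and 23 of them were higher (limma's fry, adjusted p = 0.0578 over 4 lists). *SNORA73B* and *SNORD3B-1* are among the 26 by their brightest probes, and without them 21 of 24 were higher, with a median of 0.19. A difference in the recovery or labelling of small RNA between the preparations could raise the class together, and the median of 0.21 is in line with it, without a significant test, but a biological difference between the lines would raise it as well and was not tested apart. The median of the class was 0.15 with normexp and loess, whose offset of 50 draws ratios toward 0 by construction, and 25 to 28 of the 29 were higher with each array left out. *RMRP*, which the paper reads as a repressor of Wnt signalling, belongs to the class.

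The hypothesis that Wnt target genes are lower in OCI-RhoH was tested on 7 of 16 listed genes that were above background. Their median log2 ratio was 0.0309 (limma's fry, adjusted p = 0.764, and camera, adjusted p = 0.671), with 4 higher and 3 lower. For SRF target genes, tested because *SRF* mRNA was lower, the median over 15 of 21 genes was -0.0123 and the mean -0.16 (limma's fry, adjusted p = 0.761, and camera, adjusted p = 0.313). None was significant over all probes, and 2 were adjusted over the list alone, *MYL9* at -1.22 and *ZYX* at -0.85, named after their values were seen. For macrophage genes, 12 of 21 were tested, with a median of -0.0582 (limma's fry, adjusted p = 0.764, and camera, adjusted p = 0.654) and per-array medians of -0.20, -0.33, 0.22 and 0.11. None of the lists decides its hypothesis, since their members went both ways and arrays differed in sign, and neither fry nor camera was significant for any of the 3. Over all alternatives the adjusted p ranged from 0.00894 to 0.99 for Wnt, 0.0606 to 0.99 for SRF and 0.203 to 0.99 for macrophage genes.

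For proteins that the paper studied by Western blotting in these lines, mRNA values belong to separate RNA samples. The paper reports more RhoH protein in OCI-RhoH, whereas *RHOH* mRNA was -0.38 on the log2 scale. *CD93* mRNA was -3.11 on the log2 scale and the paper reports lower CD93 protein in OCI-RhoH. *ITGAM*, which encodes CD11b, was well above background on 3 of 4 arrays for the RNA labelled OCI-RhoH and 2 of 4 for OCI-Empty and was not tested, with ratios of 0.30, 0.34, -0.26 and -0.26. The paper reports lower CD11b protein in OCI-RhoH, and these dim mRNA signals showed no such fall. *JUND* had a log2 ratio of 0.13 (limma adjusted p = 0.718), higher on 2 of 4 arrays. The paper proposes that high *BASP1-AS1* at low *RHOH* could repress *BASP1*, so lower *BASP1-AS1* in OCI-RhoH would go with higher *BASP1*. The log2 ratio of *BASP1* was instead -0.31 ± 0.38 (SD, n = 4 arrays, limma adjusted p = 0.406). It was lower in the RNA labelled OCI-RhoH on 3 of 4 arrays, against that direction but not significant.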
